# Folliculin regulates mTORC1/2 and WNT pathways in early human pluripotency

**DOI:** 10.1038/s41467-018-08020-0

**Published:** 2019-02-07

**Authors:** J. Mathieu, D. Detraux, D. Kuppers, Y. Wang, C. Cavanaugh, S. Sidhu, S. Levy, A. M. Robitaille, A. Ferreccio, T. Bottorff, A. McAlister, L. Somasundaram, F. Artoni, S. Battle, R. D. Hawkins, R. T. Moon, C. B. Ware, P. J. Paddison, H. Ruohola-Baker

## Abstract

To reveal how cells exit human pluripotency, we designed a CRISPR-Cas9 screen exploiting the metabolic and epigenetic differences between naïve and primed pluripotent cells. We identify the tumor suppressor, Folliculin(FLCN) as a critical gene required for the exit from human pluripotency. Here we show that *FLCN* Knock-out (KO) hESCs maintain the naïve pluripotent state but cannot exit the state since the critical transcription factor TFE3 remains active in the nucleus. TFE3 targets up-regulated in *FLCN* KO exit assay are members of Wnt pathway and ESRRB. Treatment of *FLCN* KO hESC with a Wnt inhibitor, but not *ESRRB/FLCN* double mutant, rescues the cells, allowing the exit from the naïve state. Using co-immunoprecipitation and mass spectrometry analysis we identify unique FLCN binding partners. The interactions of FLCN with components of the mTOR pathway (mTORC1 and mTORC2) reveal a mechanism of FLCN function during exit from naïve pluripotency.

## Abstract (web summary)

The pathways involved in exit from pluripotency in human embryonic stem cells are poorly understood. Here, the authors performed a CRISPR-based screen to identify genes that promote exit from naïve pluripotency and find a role for folliculin (FLCN) by regulating the mTOR and Wnt pathways.

## Introduction

Unveiling the molecular mechanisms through which pluripotency is maintained holds promise for understanding early animal development, as well as developing regenerative medicine and cellular therapies. Pluripotency does not represent a single defined stage in vivo. Following implantation, pluripotent naïve epiblast cells transition to a pluripotent stage primed toward lineage specification. Those subtle stages of pluripotency, with similarities and differences in measurable characteristics relating to gene expression and cellular phenotype, provide an experimental system for studying potential key regulators that constrain or expand the developmental capacity of ESC^1–12^. While multiple pluripotent states have been stabilized from early mouse and human embryos, it is not fully understood what regulates the transitions between these states.

The molecular mechanisms and signaling pathways involved in the maintenance and exit from naïve pluripotency have been extensively studied in mouse, but are still poorly understood in human^13^. In mouse, the naive pluripotency program is controlled by a complex network of transcription factors, including Oct4, Sox2, Nanog, Klf2/4/5, Tfcp2l1 (Lbp9), Prdm14, Foxd3, Tbx3, and Esrrb^14–18^. Interestingly, Esrrb has been shown to regulate the naïve pluripotent state in mouse^19,20^, but RNAseq data suggest that existing human ESC lines lack robust expression of Esrrb^1,6,7,11,12,21^.

Naïve and primed pluripotent cells have important metabolic and epigenetic differences^1,12,22,23,24^. We utilize these differences to design a functional CRISPR-Cas9 screen to identify genes that promote the exit from human naïve pluripotency. In the screen, we identify folliculin (FLCN) as one of the genes regulating the exit. *FLCN* knockout naïve hESC remain pluripotent since they retain high levels of the pluripotency marker, OCT4, and early naïve markers (KLF4, TFCP2L1, DNMT3L). However, we show a requirement for FLCN to exit the naïve state. During normal exit from naïve pluripotency, the transcription factor TFE3 is excluded from the nucleus, while in *FLCN* KO hESC TFE3 remains nuclear, maintaining activation of naïve pluripotency targets. *ESRRB* KO in FLCN KO hESC does not rescue the phenotypes. However, we find that TFE3 targets involved in Wnt pathway are up-regulated in *FLCN* KO and inhibition of Wnt restores the exit from the naïve state in *FLCN* KO cells. Mass spectrometry analysis reveals that FLCN binds to different proteins in the naïve state and upon exit from the naïve state, allowing us to propose a new model for the action of FLCN in early pluripotent states.

## Results

### CRISPR KO screen during exit from human naïve pluripotency

*S*-adenosyl methionine (SAM) levels, controlled by nicotinamide *N*-methyltransferase (NNMT), are critical during the naïve-to-primed hESC transition, where the epigenetic landscape changes through increased H3K27me3 repressive marks^1,24^. Using CRISPR-Cas9 technology, we generated *NNMT* KO naïve hESC lines^1^. As expected, SAM levels and H3K27me3 marks are increased in *NNMT* KO naïve cells compared to wild type naïve cells^1^ (Fig. 1a). 

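Naïve Elf1 cells with a CRISPR mutation in NNMT, the enzyme that consumes SAM, were used for ChIP-seq of H3K27me3, a repressive histone mark placed by Polycomb repressive complex 2. The authors sequenced 1 H3K27me3 library and 1 input library, for which the paper states 34095544 and 31040460 reads of 75 bp. They aligned the reads to hg19 with Bowtie2 and called peaks with MACS over the input. The deposited values are peak positions only, with no score or depth. Each peak was compared with gene starts of the GRCh37 annotation in the authors' other count table. A gene had a peak if one lay within 5 kb of its start. The start was 1 position per gene, the outermost annotated one, so starts further inside a gene were not examined. Of 57736 genes on the autosomes and chromosomes X and Y, 3007 (5.21%) had a peak, and of 19391 protein-coding genes among them 1633 (8.42%). For each of 28 gene lists, the share was compared with all other genes by a two-sided Fisher's exact test, adjusted over the lists by Benjamini-Hochberg. The test runs across genes of 1 sample and does not measure replicate variation.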

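H3K27me3 peaks lay at genes that control development and at none of the housekeeping genes tested. Of 95 developmental transcription factors, 80 (84.2%) had a peak, with an odds ratio of 99.7 (Fisher's exact test, p = 4.04e-87, adjusted p = 1.13e-85). The odds ratio was 60.9 against protein-coding genes alone, a background chosen after seeing the data, and 59.1 with peaks within 1 kb of the start. Of 39 HOX genes, which pattern the body axis, 35 had a peak (89.7%, Fisher's exact test, adjusted p = 9.42e-40). Neighbouring HOX genes can share 1 peak, such as 176969014 to 176974359 for HOXD10, HOXD11 and HOXD12. The test treats them as independent, so its p-value overstates the evidence. Peaks covered 36.0% of the HOXA cluster, 11.7% of HOXB, 37.5% of HOXC and 33.2% of HOXD. Lists of neuroectoderm (10 of 12), kidney development (12 of 19) and primitive streak genes (11 of 21) also passed, with adjusted p of 8.10e-11, 9.76e-11 and 9.13e-09 by Fisher's exact test. The list of WNT ligands and their secretion, which includes PORCN and WLS, had peaks at 9 of 21 genes (42.9%, Fisher's exact test, adjusted p = 2.16e-06), among them WNT3A, WNT5B, WNT6 and WNT11. FGF and ERK genes had 6 of 15 (Fisher's exact test, adjusted p = 2.64e-04).

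Lists of pluripotency genes did not differ from other genes at the threshold. Of 27 naïve markers 3 had a peak, among them KLF4, where it spans 110249002 to 110252012 on chromosome 9, and of 24 primed markers 3, or 11.1% and 12.5% against 5.21% of other genes (odds ratios 2.28 and 2.60, Fisher's exact test, adjusted p = 0.383 and 0.323). The remaining 19 lists did not pass either, and the 39 lysosome, 16 cell cycle and 15 housekeeping genes had none. No peak lay within 5 kb of the outermost start of NNMT, FLCN, TFE3, ESRRB, TFCP2L1, DNMT3L, DPPA3, ZFP42 or IDO1. For ESRRB this start was 76776957, while exon 1 of transcript ENST00000644823.1 begins at 76842480, which was not examined. The paper states that the marks were higher than in wild type naïve cells, whose libraries are not analysed here.

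**Figure D1:**
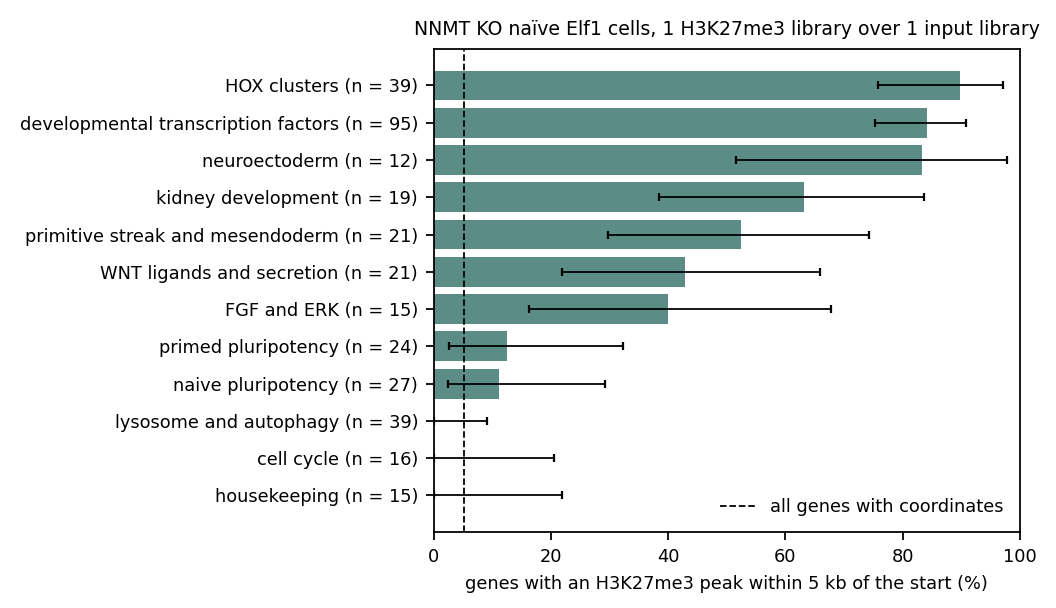
Percent of the genes of 12 lists with an H3K27me3 peak within 5 kb of the start (horizontal axis) in NNMT KO naïve cells, with exact 95% binomial intervals. The dashed line marks 5.21% of all genes, and HOX genes reach 89.7%.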

Principal component analysis of *NNMT* KO cells revealed that their gene expression signature shifts towards the primed stage, even when grown in naïve-like culture conditions (2iL-I-F)^1^ (Supplementary Fig. 1A). However, *NNMT* KO cells exhibit only a partial primed gene expression signature. 

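The peaks of NNMT KO cells were set against the regions that the authors called higher in primed than in naïve cells. Regions of genes that the authors also called higher in NNMT KO overlapped a peak by at least 1 bp at 123 of 346 genes (35.5%). Regions of the remaining 913 genes, which include genes called lower in NNMT KO, did so at 204 (22.3%). The odds ratio was 1.92 (two-sided Fisher's exact test, p = 3.67e-06, adjusted p = 7.34e-06 over 2 tests). Regions called between NNMT KO and naïve cells overlapped a peak at 165 of 346 genes called higher (47.7%) and at 219 of 589 called lower (37.2%, Fisher's exact test, p = 0.00193, adjusted p = 0.00193). Where the overlap had to reach 50% of the shorter interval, the shares were 165 of 346 and 42 of 589 (7.13%). HOX genes divided evenly, with 17 of 34 called higher, and of 12 WNT ligand genes 6 were called higher. The authors' calls come from the same NNMT KO library, so these shares are not independent evidence.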

We found that 913 genes in *NNMT* KO do not display the expected methylation pattern for primed cells (Fig. 1b; Supplementary Data 1A) and 1967 genes down-regulated in primed hESC fail to decrease expression in *NNMT* KO cells (Supplementary Fig. 1B, Supplementary Data 1B). To uncover which factors are regulating these 1967 genes, we tested their potential enrichment as target genes of 45 transcription factors based on ENCODE ChIP-seq data in primed hESCs (Supplementary Fig. 1C). The most enriched candidate regulators include CTBP2, TAF1, EGR1, TEAD4 (ref. ^5^), JUND, SP1, and TFE3, suggesting that these transcription factors are normally repressed during the exit from naïve hESC state.

**Fig. 1:**
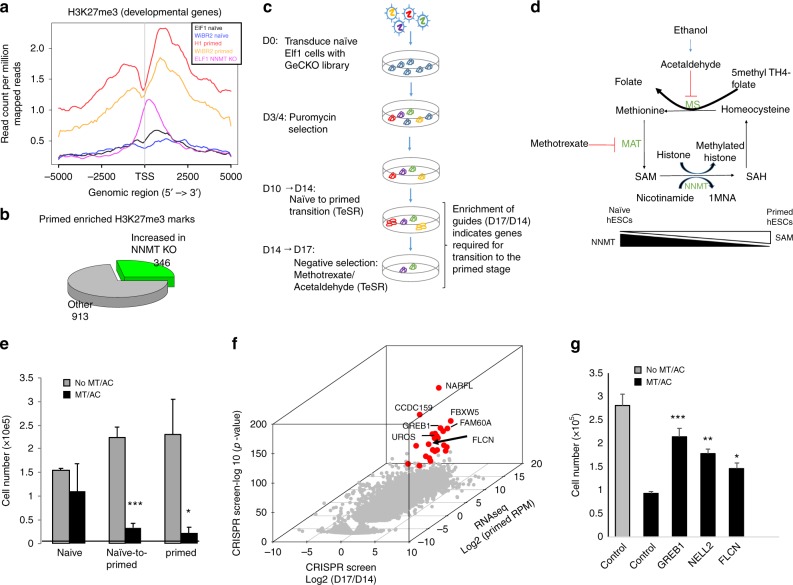
CRISPR-Cas9 screen reveals FLCN as an essential gene during the exit from the naïve pluripotent state. **a** H3K27me3 profile 5KB around transcription start site in developmental genes in naïve, primed and naive *NNMT* CRISPR KO samples were plotted from ChIPseq analysis. **b** Only 27% of the genes with H3K27me3 marks enriched in primed vs. naïve hESC are increased in *NNMT* KO naïve hESC. **c** Flowchart of genome wide CRISPR screen for exit of naïve state using GeCKO v2 library. **d** Schematic model of action of methotrexate/acetaldehyde selection. **e** Methotrexate/acetaldehyde selectively kills primed hESC and cells exiting naïve pluripotent state (4D TeSR). S.e.m.; *p < 0.05, ***p < 0.001; two-tailed *t*-test, *n* = 3 or 4 biological replicates. **f** CRISPR candidate hits selected by integrating CRISPR screen and RNA-seq data in primed hESC^68^. Genes that are significant CRISPR hits (FDR < 0.05, at least 2.5-fold higher in day 17 compared to day 14) and expressed in primed hESC (Elf1 AF, >10 normalized read counts) are colored in red. Apoptotic genes were removed (Supplementary Data 2). **g** Secondary screen. Naïve hESC were infected with lentiCRISPR virus targeting single genes and induced to exit naïve state in TeSR media. The number of surviving cells after 3 days of methotrexate/acethaldehyde (MT/AC) was counted. S.e.m.; *p < 0.05, **p < 0.005; two-tailed *t*-test, *n* = 3 biological replicates

We performed a CRISPR KO screen to test the functionality of the identified transcriptional regulators, and to identify additional genes required for the exit from the human naïve pluripotent state. To control for hESC cell type variability, we performed the screen with one naïve cell type and validated the key candidates in another naïve line, from a different genetic background. Naïve 2iL-I-F hESC were infected with a lentiviral pool containing a human CRISPR-Cas9 knockout (GeCKO) library targeting 18,080 genes with 64,751 unique sgRNAs^25^. Cells were allowed to exit the naive hESC state, and the primed hESC were selectively eliminated with a mixture of methotrexate and acetaldehyde, exploiting the differences in the metabolic requirements of these cell types^1^ (Fig. 1c). Methotrexate inhibits both methionine synthase (MS) and *S*-adenosyltransferase (MAT) activities, reducing SAM levels^26,27^. Acetaldehyde also inhibits methionine synthase^28^. Primed hESC have higher levels of repressive histone methylation (H3K27me3) marks, increasing their dependence on SAM levels^1,24^ and increasing their sensitivity to methotrexate and acetaldehyde treatment (Fig. 1d). Methotrexate/acetaldehyde treatment specifically kills the primed cells and cells transitioning to the primed state (Fig. 1e). To identify the genes required for the primed state transition, we analyzed the surviving cells for enriched sgRNAs (Fig. 1c). We hypothesized that the survivors had inactivation of genes required for exit from naïve pluripotency.

The CRISPR screen successfully identified genes known to regulate human primed pluripotent stem cells (Supplementary Data 2 (ref. ^29^)), and many novel regulators, including *GREB1*, *FAM60A*, *UROS*, *GPI*, *MED12*, *TSC2*, *RELT, CCDC159, NARFL*, and *FLCN*. These potential regulators of the exit from the naïve pluripotent state are involved in metabolic switching, signaling, and chromatin remodeling (Fig. 1f; Supplementary Data 2). As expected for a negative selection screen relying on apoptotic activity, the screen also identified genes required for apoptosis (Supplementary Data 2). Gene hits of interest were individually validated (Fig. 1g; Supplementary Data 2). We opted to further study the role of FLCN, a tumor suppressor mutated in the Birt–Hogg–Dubé syndrome, in early human pluripotent states^30^. *Flcn−/−* mice are embryonic lethal and exhibit a disorganized epiblast soon after implantation^31^. Flcn acts in mouse ESC by regulating Esrrb function^19^. However, ESRRB expression is low in hESC compared to mESC and it is not yet known whether ESRRB is required in human naïve hESC^21^, thus the mode of action for FLCN is not yet understood in human pluripotency.

### FLCN is not required to maintain the naïve pluripotent state

We investigated the role of FLCN in human pluripotency by generating *FLCN* KO lines in naïve human ESC. To control for potential differences in published naïve hESC states, we tested FLCN function in different naïve growth conditions and in different cellular backgrounds (growth conditions: 5iLA and 2iL-I-F; cellular background: from the Boston-derived lines we chose WIBR3 and from Seattle-derived Elm/Elf lines (Supplementary Fig. 1D) we chose Elf1; refs. ^1,4,32^).

We generated *FLCN* KO lines in two cellular backgrounds (WIBR3 and Elf1) hESC using four guide RNAs targeting *FLCN* (Fig. 2a, c; Supplementary Fig. 2A). Guides located in exons 3 and 4 created InDel mutations, introducing STOP codons and resulting in the absence of FLCN protein (Fig. 2a, c; Supplementary Fig. 2A). We then generated a FLCN rescue line by introducing an inducible FLCN-GFP fusion construct into the AAVS1 safe harbor site of the naïve *FLCN* KO line (Fig. 2b). Overexpression of the FLCN-GFP after doxycycline treatment was shown by western blot analysis (Fig. 2c; Supplementary Fig. 2B). Immunostaining analysis revealed that *FLCN* KO naïve hESC (2iL-I-F and 5iLA) maintain the expression of the pluripotency factor OCT4 (Fig. 2d). We further performed RNAseq analysis to compare gene expression changes in the *FLCN* KO hESC line vs. the rescue hESC line (*FLCN* KO vs. *FLCN* KO + FLCN-GFP; Supplementary Fig. 2C, D, Supplementary Data 3A). In order to assess whether *FLCN* KO hESC are still in the naïve state and to identify potential stage-specific markers among the differentially expressed genes, we utilized RNAseq data from non-human primate, cynomolgus monkey, pre-and post-implantation in vivo blastocysts (Macaca fascicularis^33^). We compared the cynomolgus monkey in vivo data to the *FLCN* KO with and without the rescue construct (Fig. 2e; Supplementary Data 3B). Important early naïve pluripotency markers, such as TFCP2L1 (LBP9), DNMT3L, KLF4, DPPA3, and DPPA2 (ref. ^13^) are among the 40 genes that are up-regulated both in *FLCN* KO hESC cell culture and in vivo pre-implantation cynomolgus monkey blastocysts (Fig. 2e, f; Supplementary Fig. 1A, Supplementary Data 3B). t-SNE analysis of the Macaca data confirmed that DNMT3L and TFCP2L1 are highly expressed in pre-implantation stages compared to post-implantation stages (Fig. 2f). We validated the up-regulation of DNMT3L and TFCP2L1 by reverse transcription quantitative PCR (RT-qPCR) in naïve 2iL-I-F and 5iLA *FLCN* KO hESC compared to the rescued lines (Fig. 2g, h). Tfcp2l1 is highly expressed in mouse pre-implantation ICM compared to mouse post-implantation epiblast^34,35^ and was proposed as a critical regulator to stabilize both the mouse and the human ESC naïve state^12,36–38^. TFCP2L1 controls transposable elements (TRE)^36^, and TRE expression has been proposed as a molecular criterion of early naïve pluripotent stem cells^4^. We analyzed the TRE signature and found that *FLCN* KO naïve (2iL-I-F) hESC expressed a subset of the early naïve (5iLA) TRE (Supplementary Fig. 2E; Supplementary Data 3C).

**Fig. 2:**
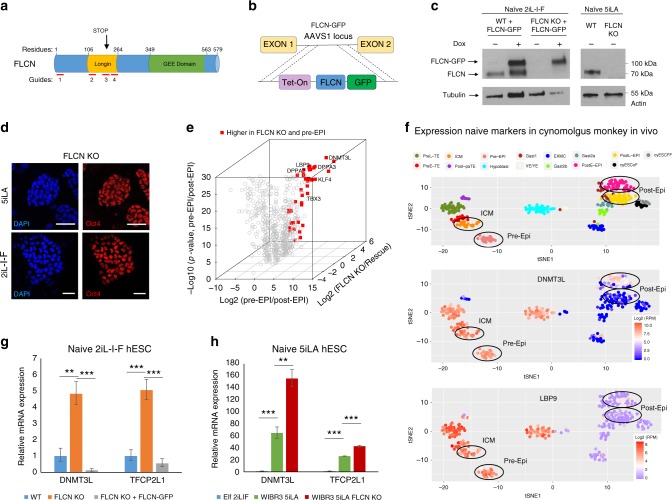
*FLCN* KO hESC express naïve pluripotency markers. **a** Schematic representation of FLCN protein and location of CRISPR guide RNAs used. Sanger sequencing analysis of Elf1 2iL-I-F *FLCN* KO hESC reveals introduction of STOP codons in exons 3. **b**, **c** Generation of WIBR3 5iLA FLCN KO and Elf1 2iL-I-F FLCN KO line, and overexpression of FLCN-GFP fusion protein in wild type and FLCN KO background. **d** The pluripotency marker Oct4 is expressed in FLCN KO 2iL-I-F and 5iLA hESC. Scale bars represent 50 μm. **e** Expression pattern of genes up-regulated by FLCN KO compared to genes up-regulated in monkey pre- vs. post-implantation stage. Red: genes up-regulated in FLCN KO and pre-implantation, known ground state pluripotency markers are labeled. **f** tSNE analysis of naïve markers DNMT3L, TFCP2L1, and ESRRB in in vivo blastocysts from non-human primate, cynomolgus monkey (*Macaca fascicularis*^33^). **g**, **h** RT-qPCR analysis of naïve markers DNMT3L and TFCP2L1 in naïve 2iL-I-F wild type (WT), FLCN KO, and rescue line (FLCN KO + OE FLCN-GFP) (**g**) and in naïve 5iLA WT and FLCN KO (**h**). S.e.m.; **p < 0.005, ***p < 0.001; two-tailed *t*-test, *n* = 3–10 biological replicates

Our data show that when in the naïve state, *FLCN* KO cells express early naïve markers also seen in monkey pre-implantation pluripotent cells (Fig. 2e–h; Supplementary Fig. 2C, E; e.g. DNMT3L, TFCP2L1, and TRE), suggesting that *FLCN* KO upregulates markers of early primate development. Taken together, these results show that FLCN is not required to maintain the naïve pluripotency state.

### FLCN is required for hESC to exit from the naïve state

To further dissect the function of FLCN in hESC, we used the two naïve hESC conditions (2iL-I-F and 5iLA) and two genetic backgrounds (Elf1 and WIBR3) to analyze exit from the naïve hESC stage (Fig. 3a). We first tested the differential gene expression signatures between the *FLCN* KO mutant and control lines using RNAseq and bioinformatics platforms after naïve hESC(2iL-I-F) had been treated 7 days in TeSR medium to allow exit from naive pluripotency (Supplementary Data 4A). Principal component analysis revealed that while, after 7 days of culture in TeSR, naïve hESC moved toward the primed state, the *FLCN* KO line was not able to fully transition, remaining closer to the naive profile (Fig. 3b). We also compared the 7-day TeSR-treated hESC to the cynomolgus monkey in vivo data^33^ and found that genes up-regulated in 7D TESR in *FLCN* KO hESC are significantly enriched for monkey pre-implantation marker genes (hypergeometric test *p*-value 1.27 × 10^−41^) while genes up-regulated in 7-day TeSR in wild type are significantly enriched for monkey post-implantation marker genes (hypergeometric test *p*-value 5.54 × 10^−49^) (Fig. 3c; Supplementary Data 4B, C). We validated these observations by RT-qPCR and western blot (Fig. 3d–g). When induced to exit the naïve state by omitting the signaling pathway inhibitors and activating FGF pathway using TeSR medium, the *FLCN* KO line failed to exit (naïve marker DNMT3L still expressed, Fig. 3d; primed markers IDO1, LDHA, and HIF1α not upregulated, Fig.  3e, f; Supplementary Fig. 3A; ref. ^1^). Overexpression of FLCN rescued these *FLCN* KO phenotypes (Fig. 3d–f). Collectively, these data indicate that FLCN is required for hESC to exit the naïve state.

**Fig. 3:**
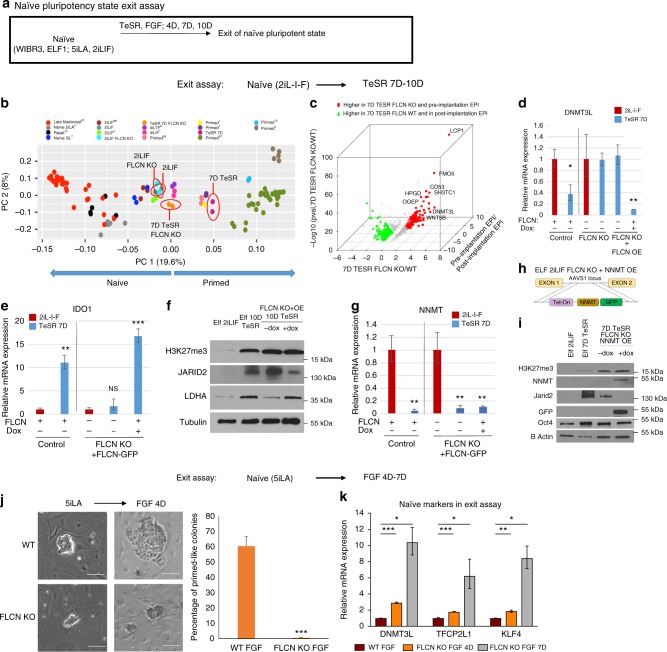
FLCN is essential for the exit from the naïve pluripotency. **a** Schematic representation of experimental procedures used to exit naïve pluripotent state. **b** Principal component analysis after RNA-seq analysis reveals that *FLCN* KO hESC do not fully exit naïve state. RNA-seq from various pre-implantation in vivo human embryo^67^, naïve, and primed in vitro hESC were plotted, and separated in PC1 axis^1,6,7,11,12,67,68^. **c** Expression pattern of genes regulated by *FLCN* KO during exit of naïve state compared to cynomolgus monkey (*Macaca fascicularis*^34^) pre- vs. post-implantation stage. Red: genes up-regulated in 7D TeSR *FLCN* KO and pre-implantation; green: genes up-regulated in 7D TeSR WT and post-implantation. **d**, **e** RT-qPCR analysis of naïve (DNMT3L, **d**) and primed (IDO1, **e**) markers after exit of 2iL-I-F naïve state (7 day TeSR) in WT, FLCN KO, and rescue line (FLCN KO + OE FLCN-GFP). S.e.m.; *p < 0.05, **p < 0.005, ***p < 0.001; two-tailed *t*-test, *n* = 3–6 biological replicates. Presented are the fold changes compared to naïve 2iL-I-F. **f** Western blot analysis of primed markers JARID2, LDHA, and H3K27me3 marks in naïve 2iL-I-F hESC and 10D TeSR hESC. **g** RT-qPCR analysis of NNMT expression. S.e.m.; **p < 0.005; two-tailed *t*-test, *n* = 3–6 biological replicates. **h** Model of doxycycline inducible- NNMT-GFP fusion construct inserted into AAVS1 locus of 2iL-I-F FLCN KO hESC. **i** Western blot analysis of NNMT, GFP, H3K27me3, JARID2, and OCT4 after NNMT OE in FLCN KO 7D TeSR hESC. **j**, **k** FLCN KO cells retain naïve 5iLA morphology (**j**) and naïve markers DNMT3L, TFCP2L1, and KLF4 (**k**) when pushed to exit the naïve state (Exit assay: FGF 4 or 7 days; relative mRNA expression: fold changes of expression in FLCN KO vs. control (WT FGF: 4D or 6D, red bar). Complete data presented in Supplementary Fig. 3B. S.e.m.; *p < 0.05, **p < 0.005, ***p < 0.001; two-tailed *t*-test, *n* = 3–6 biological replicates. Scale bars represent 100 μm

Interestingly, when *FLCN* KO cells were pushed to exit the naïve state, they did show some positive markers indicative of a partially successful transition: NNMT expression was down-regulated, and JARID2 expression and H3K27me3 marks were upregulated, reflective of primed stage (Fig. 3f–g; see ref. ^1^). We tested if overexpression of NNMT (NNMT OE) in the *FLCN* KO line would alter these phenotypes (Fig. 3h, i). We induced the exit assay in the *FLCN* KO; NNMT OE hESC and tested marker expression. The primed marker, JARID2, was reduced due to NNMT overexpression in *FLCN* KO, suggesting that JARID2 is regulated by NNMT activity (Fig. 3i).

To test FLCN function in different naïve hESC conditions and genetic backgrounds, we analyzed the capacity of *FLCN* KO to exit hESC(5iLA) naïve conditions. When naïve hESC(5iLA) are induced to exit the naïve stage by eliminating 5iLA and growing the cells in the presence of bFGF (4–7 days), the control hESC colonies downregulated naïve markers (Supplementary Fig. 3B) and lost the compact and mounded naïve hESC morphology (Fig. 3j). However, when the *FLCN* KO mutants were grown in this exit assay, the hESC colonies still exhibited compact and mounded hESC colony morphology and expressed higher levels of naïve markers DNMT3L, TFCP2L1, and KLF4 (Fig. 3j, k; Supplementary Fig. 3B). These data show that regardless of the naïve hESC growth conditions or genetic background, FLCN is required for the exit from this hESC pluripotent state.

### TFE3 localization is regulated by FLCN in hESC

Analysis of transcription factor target enrichment in genes downregulated during hESC exit from the naïve state revealed TFE3 as an important regulator of the process (Supplementary Fig. 1C). Furthermore, characterization of transcription factor target enrichment among the genes upregulated in *FLCN* KO cells during the exit assay, also showed TFE3 among the top transcription factors (Fig. 4a). Combined, these results suggest that TFE3 based regulation of naïve exit was abnormal in *FLCN* KO hESC lines. We therefore investigated the potential of FLCN to regulate TFE3 function in hESC. The transcription factor TFE3 has previously been shown to accumulate in the cytoplasm in primed cells, both in mouse and human ESC^6,19^. We analyzed the localization of TFE3 in naïve (5iLA and 2iL-I-F) and primed hESC conditions (Fig. 4b–d). TFE3 localized in the nucleus in naïve 5iLA hESC, both in the nucleus and the cytoplasm in 2iL-I-F hESC, and mainly in the cytoplasm in primed cell lines and in cell lines exiting the naïve state (Fig. 4b–d). However, in *FLCN* KO lines TFE3 was localized exclusively in the nucleus, regardless of whether the cells were cultured in the naïve state or pushed to primed state (Fig. 4c, d). In the FLCN rescue line, TFE3 localization to the cytoplasm in cells exiting the naïve state was restored (Fig. 4c). These data show that in hESC, FLCN is required for regulation of cytoplasmic retention of TFE3.

**Fig. 4:**
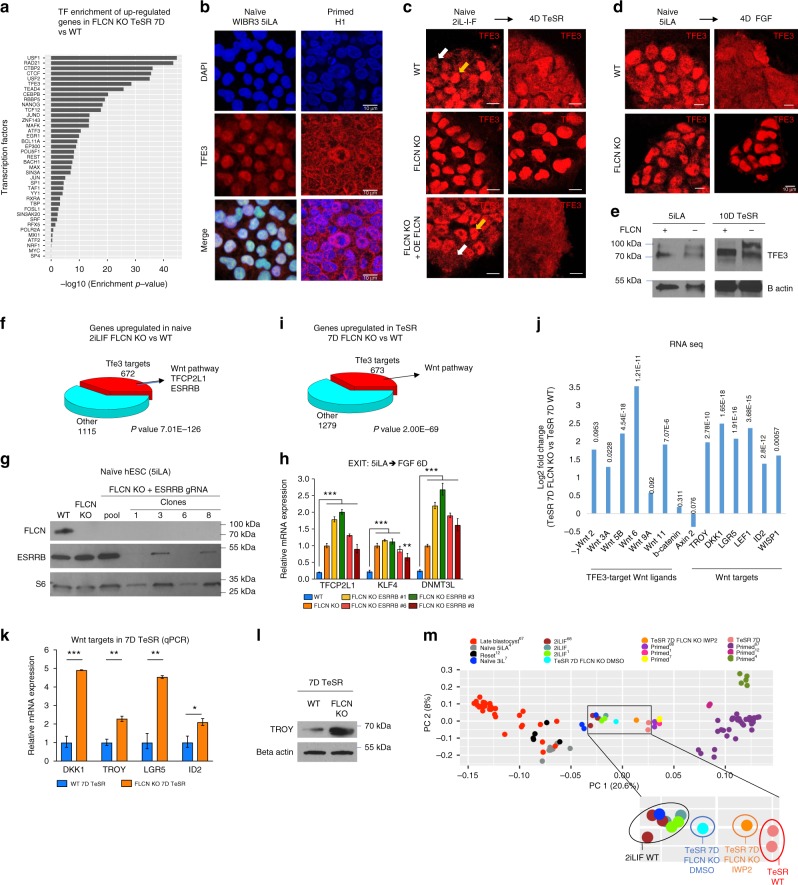
FLCN regulates TFE3 subcellular localization in hESC. **a** Enrichment of transcription factor targets in genes that are up-regulated in FLCN KO 7D TeSR compared to WT 7D TeSR. **b** Immunofluorescence staining of TFE3 in naïve (WIBR3 5iLA) and primed (H1) hESC observed with confocal microscopy. **c**, **d** WT and FLCN KO lines were stained for TFE3 in naïve conditions (2iL-I-F, C; 5iLA, D) and 4 days after culture in TeSR (**c**) or FGF (**d**) media. TFE3 was detected in the nucleus in WT naive hESC and in FLCN KO grown in all conditions. Scale bars represent 10 μm. **e** Western blot analysis of TFE3 in WT and FLCN KO in naïve (5iLA) and 10D TeSR samples. **f** TFE3 targets are upregulated in naïve hESC (2iL-I-F) FLCN KO compared to WT, including TFCP2L1, ESRRB, and Wnt pathway components. **g** Generation of FLCN/ESRRB double KO in naïve hESC. Western blot analysis of CRISPR-Cas9-generated ESRRB mutant clones in WIBR3 5iLA FLCN KO. **h** FLCN/ESRRB double mutant does not rescue FLCN KO phenotype during the exit of naïve pluripotency. RT-qPCR analysis of naive hESC markers (TFCP2L1, KLF4, and DNMT3L) in WIBR3 6D FGF (WT), WIBR3 FLCN KO 6D FGF, and WIBR3 FLCN KO/ESRRB mutants 6D FGF. S.e.m.; **p < 0.005, ***p < 0.001; two-tailed *t*-test. **i** TFE3 targets are upregulated in 7D TeSR FLCN KO hESC compared to 7D TeSR WT hESC, including several Wnt pathway components. **j** TFE3-target Wnt ligands and Wnt pathway targets are up-regulated in naïve (2iL-I-F) hESC FLCN KO compared to WT (log2 fold change from RNAseq data is presented and *p*-value indicated). **k**, **l** Wnt-pathway targets are upregulated in 7D TeSR FLCN KO hESC compared to 7D TeSR WT hESC, as analyzed by RT-qPCR (**k**, s.e.m.; *p < 0.05,**p < 0.005, ***p < 0.001; two-tailed *t*-test, *n* = 3 biological replicates) and western blot (**l**). **m** Principal component analysis after RNA-seq analysis reveals that inhibition of Wnt by IWP2 during the exit of naïve state (Elf1 7D TeSR) rescues FLCN KO phenotype. RNA-seq from various pre-implantation in vivo human embryo^67^, naïve, and primed in vitro hESC were plotted, and separated in PC1 axis^1,6,7,11,12,67,68^

Based on previously described post-translational regulation of TFE3 localization, we investigated whether FLCN can affect post-translational modification of TFE3^39,40^. In wild-type hESC, TFE3 molecular weight (MW) increases from 72 to 80 kDa, as cells exit the naïve pluripotent stage (Fig. 4e, 10D TeSR). This increase in TFE3 protein size is a result from phosphorylation of TFE3 and has been proposed to be responsible for the cytoplasmic retention of TFE3^39,40^. The phosphorylated TFE3 is missing in *FLCN* KO, suggesting that FLCN is required for this modification. However, we observed a higher molecular weight TFE3 protein (around 89–100 kDa) in *FLCN* KO hESC, consistent with previous reports in MEF and mouse kidney cells^40,41^. TFE3^89kDa^ was not removed upon phosphatase treatment^40^ and our RNAseq analysis revealed that only one TFE3 isoform corresponding to the 72 kDa band is expressed in naïve hESC and hESC exiting naïve state, suggesting that TFE3 undergoes another post-translational modification in *FLCN* KO hESC.

### WNT inhibition rescues the *FLCN* KO phenotype

We demonstrated that when FLCN function is lost, naïve cells cannot develop to the primed state since the exit from naïve pluripotency is blocked by restriction of TFE3 localization to the nucleus (Figs. 3 and 4c, d). TFE3 has been shown to regulate the transcription of the core pluripotency factor Esrrb in mouse ESC^19^. However, even though ESRRB is an essential factor in mouse ground state^19,20,37,42^, RNAseq data suggest that it is expressed at a very low level in stabilized hESC lines (Supplementary Fig. 4A) and in the pre-implantation epiblast of cynomolgus monkey (see ref. ^33^, Supplementary Fig. 4B). Interestingly, ESRRB expression is observed in early ICM of cynomolgus monkey in vivo (Supplementary Fig. 4B)^33^. We analyzed ESRRB expression by RT-qPCR and western blot and were able to detect ESRRB transcript and protein in hESC (Fig. 4g; Supplementary Fig. 4C, D). Of the differentially expressed genes in naïve 2iL-I-F *FLCN* KO hESC vs. naïve 2iL-I-F wild-type hESC, 672 out of 1787 upregulated genes are TFE3 targets (overlap hypergeometric test *p*-value 7.01 × 10^–126^; Fig. 4f, Supplementary Data 3A), including ESRRB, TFCP2L1, and members of the Wnt pathway (Fig. 4f; see ref. ^20^). *FLCN* KO up-regulates ESRRB expression in the naïve state but not upon exit from human naïve pluripotency (Fig.4f, i; Supplementary Data 3A and 4A; Supplementary Fig. 4C, D), suggesting that ESRRB is not responsible for the *FLCN* KO phenotype. Furthermore, *FLCN;ESRRB* double KO or *FLCN* KO; *ESRRB* mutant are not able to rescue the *FLCN* KO mutant phenotypes in transition assays (Fig. 4g, h; Supplementary Fig. 4E–H). ESRRB reduction does not upregulate the primed markers HIF1α and LDHA or downregulate the naïve TFCP2L1, DNMT3L, and KLF4. These data suggest that TFE3-dependent overexpression of ESRRB cannot be causal for the lack of *FLCN* KO to exit the 5iLA and 2iL-I-F states. Knock-down (KD) of TFCP2L1 with a lentivirus expressing shRNAs targeting TFCP2L1 slightly decreased KLF4 expression but did not affect DNMT3L expression in *FLCN* KO exiting the naive 5iLA state, suggesting that TFCP2L1 plays a minor role on FLCN phenotype (Supplementary Fig. 4I–L). KLF4 is also upregulated in *FLCN* KO and KLF4 KD with shRNA partially decreases naïve hESC markers DNMT3L and TFCP2L1. However, since KLF4 is not a predicted TFE3 target, KLF4 cannot explain the mechanism of FLCN function during the exit from naïve pluripotency (Supplementary Fig. 4I–L).

To identify the genes in *FLCN* KO cells that are causal for the defective exit from the naïve state we analyzed differentially expressed genes in a transition assay; in TeSR 7D 673 out of 1952 upregulated genes in *FLCN* KO hESC vs. wild-type hESC were TFE3 targets (overlap hypergeometric test *p*-value 2 × 10^–69^; Fig. 4i; Supplementary Data 4D). As seen in naïve state (Fig. 4f) among these TFE3 target genes were several members of the WNT pathway, including WNT ligands WNT3A, WNT5B, WNT6, and WNT11. *FLCN* KO also resulted in up-regulation of WNT targets during the exit form naïve pluripotency (Fig. 4i–l). 

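FLCN KO cells of Elf1, a human embryonic stem cell line, were cultured for 7 days in TeSR with 2 µM IWP2 or with its vehicle DMSO, and RNA from 1 library of each was sequenced. IWP2 inhibits Porcupine, the enzyme that attaches a lipid to WNT proteins before they leave the cell. The authors aligned the reads to hg19 with TopHat2, and the deposited values are raw counts per Ensembl gene. The DMSO library held 8878706 counts and the IWP2 library 9655276, with mitochondrial transcripts at 10.8% and 11.0% of them. Counts were scaled by TMM in edgeR and expressed as CPM. The log2 ratio of IWP2 over DMSO was computed with a prior count of 2 for the 17178 genes of at least 1 CPM in either library. Neither condition has a replicate, so no test was made, and the 95% interval beside a gene's ratio covers counting error only. Where a count is 0, the fold is given as a bound against a floor of 3 counts. This bound leaves out the counting error of the other library, so the bound of the exact 95% interval, which is lower, stands beside it. For each gene list, the median log2 ratio was placed as a percentile among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. At percentile 0 a list lies below all random lists, and at percentile 100 above them.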

We tested if WNT pathway up-regulation in *FLCN* KO was causal for the inability to exit from naïve pluripotency by using an inhibitor of WNT processing and secretion, IWP2 and analyzing genome wide gene expression changes by RNA seq. Principal component analysis of the gene expression changes revealed that Wnt inhibition in *FLCN* KO cells rescued the defect in exit from human naïve pluripotency (Fig. 4m), allowing up-regulation of primed markers and down-regulation of naïve markers, as seen in wild-type hESC exiting the naïve state (Supplementary Fig. 5A–C). 

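More naïve pluripotency genes were lower than higher with IWP2, while primed genes were divided about evenly. Of 23 measured genes on a list of naïve markers, 16 were lower and 7 higher (median log2 ratio −0.50, percentile 0, with a 95% interval over the genes of −0.74 to 0.01). At least 2-fold differences were as frequent in both directions, with 4 genes lower and 4 higher. TBX3, a transcription factor of naïve cells, had 130 counts with DMSO and 0 with IWP2, at least 47.8-fold lower (95% bound 38.3). GDF3, a TGFβ family ligand, was 3.72-fold lower. Among the naïve genes that were higher, DPPA5 was 3.88-fold higher (95% interval 2.14 to 7.53), at 14 and 60 counts. TFCP2L1 had a log2 ratio of 0.33 and ZFP42, also called REX1, of 0.41. Of 23 primed markers, 11 were higher and 12 lower (median −0.04, percentile 32.1). At least 2-fold differences were seen for 4 lower and 2 higher genes. The 4 were FST (5.22-fold), DUSP6 (3.47-fold), VIM (2.48-fold) and OTX2. Among the higher were IDO1 (7.25-fold), UBE2L6 (1.98-fold) and KDR (1.65-fold), primed markers named by the paper. CRABP1, a retinoic acid binding protein, had a log2 ratio of 0.76 and the de novo DNA methyltransferase DNMT3B of 0.27, whereas OTX2, a transcription factor of the epiblast, had −1.43. The 8 core pluripotency genes had a median of −0.09 (percentile 27.3), with POU5F1 at 0.15 and SOX2 at 0.22.

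The gene groups of Fig. 3c moved apart. Of the genes labelled in red (Supplementary Data 4B), 198 of 275 were lower with IWP2 (median −0.31, percentile 0). Of the genes labelled in green (Supplementary Data 4C), 128 of 165 were higher (median 0.41, percentile 100). These lists were chosen by the authors on other libraries. Among 17178 genes of at least 1 CPM, 1790 were at least 2-fold lower and 1662 at least 2-fold higher. Among 10486 genes of at least 10 CPM, 451 were at least 2-fold lower and 327 at least 2-fold higher. The largest falls included APLNR, the apelin receptor (688 and 0 counts, at least 253-fold lower, 95% bound 205), and RSPO3, a secreted enhancer of WNT signalling (247 and 0 counts, at least 90.9-fold lower, 95% bound 73.3). The cystatin CST1 was 187-fold lower (95% interval 118 to 316), and APOA1, an apolipoprotein, at least 101-fold lower (95% bound 81.4). Higher with IWP2 were NLGN3, a neuronal adhesion protein (27.2-fold, 10.3 to 101), PCLO, a presynaptic scaffold (22.9-fold, 8.67 to 85.6), and GFRA1, a receptor for GDNF (16.9-fold, 8.35 to 39.8). MAB21L4, FOXL2NB and the long noncoding RNA MAILR were 20.1-fold, 19.9-fold and 14.2-fold higher. From the principal component analysis of such changes, the paper concludes that WNT inhibition rescued the defective exit of FLCN KO cells from the naïve state. The paper also reports replicated RT-qPCR of IDO1 and DNMT3L in Elf1 and WIBR3 cells, and its supplementary legend calls the rescue partial.

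**Figure D2:**
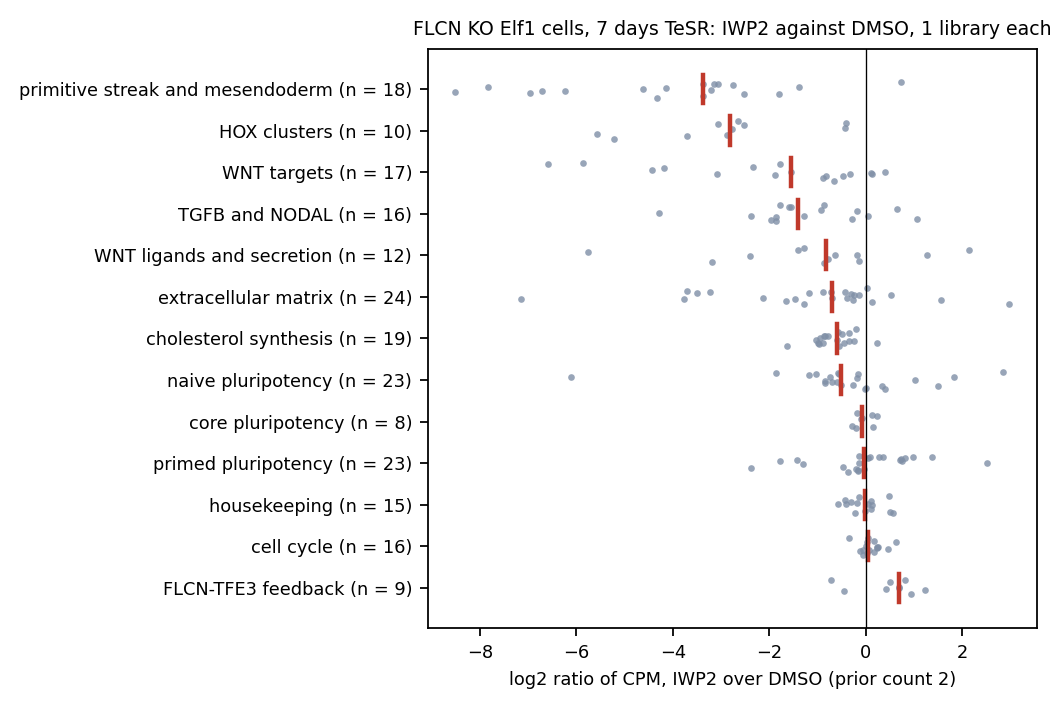
Log2 ratio of CPM with IWP2 over DMSO (horizontal axis) for the genes of 13 lists, 1 point per gene, with a red bar at each list's median. Medians run from −3.37 for primitive streak and mesendoderm genes to 0.69 for genes of FLCN and TFE3 feedback, with housekeeping genes at −0.03.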

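Genes of WNT secretion and WNT targets were lower with IWP2 in FLCN KO cells. Of 12 measured genes of WNT ligands and their secretion, 10 were lower (median log2 ratio −0.82, percentile 0.54). Those counted as lower include WNT2B (26 and 26 counts) and WNT10B (33 and 32), both within counting error. The 2 higher genes were WNT7A at 1 and 12 counts (10.9-fold, 95% interval 1.61 to 465) and WNT4. The latter had 3 and 11 counts, within counting error. WLS, the carrier that takes WNT proteins to the cell surface, had 1226 counts with DMSO and 23 with IWP2, a 58.8-fold difference. WNT3 was 9.53-fold lower and PORCN, which encodes the target of IWP2, 2.45-fold lower. Of the ligands named as TFE3 targets, WNT5B was 1.73-fold lower (95% interval 1.28 to 2.35). WNT11 had 23 and 13 counts, a difference within counting error (1.95-fold lower, 0.948 to 4.20). WNT6 had 2 and 6 counts and WNT3A had 0 in both libraries, so no difference was detectable at this depth.

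Of 17 WNT target genes, 14 were lower (median −1.56, percentile 0). SP5, a transcription factor induced by β-catenin, had 181 and 0 counts (at least 66.6-fold lower, 95% bound 53.6), and the WNT antagonist DKK1 108 and 0 (at least 39.7-fold lower, 95% bound 31.8). LGR5, an R-spondin receptor, had 98 and 3 counts, a log2 ratio of −4.43 (−7.47 to −3.58). AXIN2, a negative regulator of the pathway, had a log2 ratio of −0.33. Markers of other cell types were lower in the same comparison, with 17 of 18 primitive streak and mesendoderm genes (median −3.37), 7 of 9 fibroblast markers (−1.25) and 5 of 7 trophectoderm and amnion genes (−1.56) below 0. For the last list the percentile was 0.15, or 27.0 with no low-value filter. The 95% interval of the median crossed 0 for fibroblast markers (−5.24 to 0.43) and for trophectoderm and amnion genes (−3.45 to 1.48). WNT receptors went both ways, 8 lower and 5 higher (median −0.25, percentile 5.25, or 0.47 with no low-value filter), with FZD7 2.42-fold higher. Supplementary Data 4D holds TFE3 targets that the authors found higher in FLCN KO than in wild type cells. Of these, 418 of 638 were lower (median −0.25, percentile 0), including RNF43, a ligase that removes WNT receptors (−1.56), and BMP4 (−1.77). The random lists were not matched on being higher in FLCN KO, so the percentile does not tie this fall to TFE3. TFE3 itself was 1.45-fold higher (1.36 to 1.55) and FLCN transcripts 1.36-fold higher (1.13 to 1.65).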

The data suggest that TFE3-dependent WNT expression blocks the exit from the naïve state (5iLA and 2iL-I-F) in *FLCN* KO hESC.

### FLCN acts through mTORC1 and mTORC2

To reveal the mechanism of FLCN function in pluripotency, we investigated why FLCN expression is critical during exit from the naïve pluripotent stage. FLCN expression levels are similar in naïve and primed hESC lines in vitro or in cynomolgus monkey pre- and post-implantation stages in vivo (Supplementary Fig. 5D, E). We hypothesized that FLCN could form different complexes at different pluripotency states. In order to uncover the proteins interacting with FLCN, we performed immunoprecipitation (IP) of FLCN-GFP in *FLCN* KO cells, followed by mass spectrometry analysis in naïve cells and cells exiting the naïve state (3D TeSR). We found that FLCN is associated with its known interactors FNIP1 and FNIP2, as well as desmosome proteins, HDAC6 and Caspase 14, among others (Fig. 5a, Supplementary Data 5). Interestingly the mTORC2 component MAPKAP1(SIN1) was found in a complex with FLCN only in naïve hESC while TIPRL, ARAP1, RAP2B, CD59, and PLCH1 were found in a complex with FLCN only in cells exiting the naïve state (Fig. 5a; Supplementary Data 5). We validated the specific binding of SIN1 to FLCN in naïve hESC by IP of FLCN-GFP followed by western blot analysis (Supplementary Fig. 6A).

**Fig. 5:**
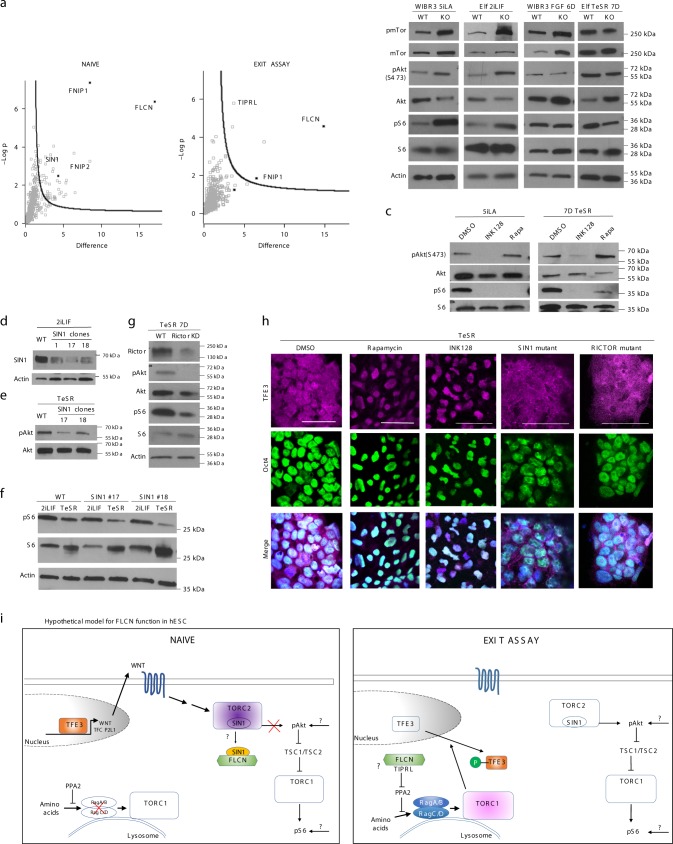
FLCN differentially regulates mTOR pathway in various pluripotency states. **a** Proteins associated with FLCN were co-immunoprecipitated and identified using mass spectrometry. Protein abundance (label free quantification (LFQ) intensity) differences were quantified between plus and minus dox-treated cell lines. Black line represents the 5% false discovery rate calculated in Perseus 1.5.6. *N* = 3–4 technical measurements. **b** Western blot analysis of p-mTor, mTOR, p-AKT(Ser 473), AKT, p-S6, and S6 in WT or *FLCN* KO naïve hESC (5iLA, 2iL-I-F) and hESC growing in FGF (7D) or TeSR (7D). **c** Effect of Rapamycin and INK-128 on naïve hESC and hESC exiting the naïve pluripotent state. Naïve 5iLA and 7D TeSR hESC were treated with either DMSO (control), INK-128 (100 nM), or Rapamycin (100 nM) for 24 h (at day 6 for 7D TeSR cells). **d** Western blot analysis of SIN1 expression in naïve (2iL-I-F) hESC WT and SIN1 mutant lines. **e**, **f** SIN1 mutant hESC exhibit a reduction of p(S473)AKT (**e**) and pS6 (**f**) in cells exiting the naïve state (TeSR 7D). **g** RICTOR mutant hESC exhibit a reduction of p(S473)AKT and pS6 in cells exiting the naïve state (TeSR 7D). **h** TFE3 is observed in the cytoplasm of hESC exiting the naïve state (Elf1 2iL-I-F → 4D TeSR, WT, SIN1 mutant clone #18, RICTOR KD mutant) and in the nucleus when treated for 24 h with mTORC1 inhibitor Rapamycin (100 nM) or mTORC1/2 inhibitor INK-128 (100 nM), using confocal microscopy. Scale bars represent 50 μm. **i** Hypothetical model of FLCN-regulation of mTORC1, mTORC2, and TFE3 localization in hESC

Since FLCN and several of its new binding interactors have been previously associated with mTOR pathways^30,31^, we assessed the phosphorylation status of mTor as well as mTORC1 and mTORC2 targets (S6 and AKT(S473), respectively) in hESC grown in various conditions (5iLA, 2iL-I-F, FGF, and TeSR). *FLCN* KO resulted in increased phosphorylation of mTOR, S6, and AKT(S473) in naïve cells (5iLA and 2iL-I-F) but not in cells exiting the naïve state (FGF and TeSR) (Fig. 5b; Supplementary Fig. 6B). Interestingly, FLCN does not seem to affect the phosphorylation of AKT on T308 (Supplementary Fig. 6C). These data suggest that FLCN inhibits mTORC2 and mTORC1 in  the naïve state.

To analyze the mTORC2 function in naïve-to-primed transition we generated mutant alleles for SIN1 (MAPKAP1) in hESC (Fig. 5d). While no obvious defects were observed in naïve SIN1 mutant hESC (Fig. 5f; Supplementary Fig. 6D), during primed transition mTORC2 target, P-AKT(S473) was downregulated (Fig. 5e). Interestingly, mTORC1 target P-S6 was downregulated in SIN1 mutants, suggesting that a branch of mTORC1 is downstream of mTORC2 in primed hESC (Fig. 5f). mTORC2-independent roles of SIN1 have been described^43,44^. We therefore generated KD of another member of mTORC2, RICTOR in hESC and found that a decrease of RICTOR expression also downregulated P-AKT(S473) and P-S6 during primed transition, mimicking SIN1 mutant phenotype in cells exiting the naïve state (Fig. 5g).

We then analyzed whether mTORC1 and/or mTORC2 affect the localization of TFE3. We treated hESC exiting the naïve state with a mTORC1/2 inhibitor, INK-128 and mTORC1-specific inhibitor Rapamycin (Fig. 5c, h). While TFE3 exited the nucleus in control hESC in the primed stage, TFE3 did not exit the nucleus after cells were treated with INK-128 or Rapamycin (Fig. 5h), suggesting that TFE3 localization in hESC is controlled by mTOR activity. To analyze mTORC2 function in TFE3 localization we tested TFE3 localization in the SIN1 and RICTOR mutants. We show that mTORC2 is dispensable for TFE3 release from the nucleus since TFE3 exits the nucleus in SIN1 and RICTOR mutants during hESC naïve-to-primed transition (Fig. 5h). The specific inhibition of mTORC1 by Rapamycin, evidenced by decrease of P-S6 and P-4EBP1, but not P-AKT(S473), represses TFE3 exit from nucleus in the naïve-to-primed transition assay (Fig. 5c, h; Supplementary Fig. 6F–H). These data suggest that mTORC1, but not mTORC2, is required for TFE3 exit from the nucleus in hESC primed stage (Fig. 5h).

mTOR requirement in primed hESC was further reciprocated with a small-molecule screen. We tested compound sensitivity profiles of naïve and primed hESC in a high throughput screen of 160 approved and investigational oncology drugs (Supplementary Fig. 6E). Compounds were added at concentrations ranging from 5 pM to 100 μM using the CyBio CyBi-Well Vario and incubated at 37 ºC, 5% CO_2_ for 72 h. Viability was assessed using quantitation of luminescence derived from intracellular ATP. The most significant new set of small molecules that reduced primed but not naïve hESC viability was mTOR/PI3K/AKT inhibitors (AZD-8055, BEZ-235, BGT-226, BKM-120, Everolimus, GDC-0941, OSI-027, PF-04691502, PKI-587, Pp-242, Rapamycin, Temsirolimus), suggesting that both mTORC1 and mTORC2 are critical for primed hESC stage.

Similar results have been obtained recently using haploid cells^45^.

## Discussion

Our CRISPR-Cas9 KO screen led to identification of new regulators of the exit from naïve pluripotency in humans, including FLCN. We showed that FLCN controls the localization of the transcription factor TFE3 through the mTOR pathway. Localization of TFE3 in the nucleus results in the transcriptional activation of the WNT pathway, thereby retaining the hESC in the naïve stage. Inhibiting the WNT pathway rescues the capacity of a *FLCN* KO hESC line to exit naïve pluripotency, suggesting that a key TFE3 target, regulated by FLCN in hESC is the WNT pathway.

The tumor suppressor, cytoplasmic guanine exchange factor FLCN, is associated with Birt–Hogg Dubé syndrome, which is characterized by multiple benign hair follicle tumors, renal and pulmonary cysts, and increased susceptibility to kidney cancer^30^. Interestingly, Gene Ontology analysis reveals that genes involved in regulation of kidney development are enriched in *FLCN* KO vs. *FLCN* KO + FLCN-GFP rescue (Supplementary Fig. 2E). FLCN has been shown to regulate various signaling pathways and cellular metabolism through mTOR, AMPK, HIF1α, ciliogenesis, autophagy, and lysosomal biogenesis^30,46^. It is an essential protein required for *Drosophila* germline stem cell maintenance and hematopoietic stem cell maintenance^31,47,48^. However, Flcn is not required for the maintenance of mouse ESC^19,31^ or naïve hESC (this study), suggesting that Flcn function is context dependent. Mouse *Flcn*−/− embryos die soon after implantation, and Flcn KD mouse ESC loose the capacity to differentiate^19,31^. This phenotype is at least partly due to the fact that FLCN controls the nuclear localization of a key stem cell transcription factor, TFE3 (refs. ^19,40,47^).

Recent findings have revealed that FLCN acts at the lysosomal membrane, interacting with Rag GTPase^49,50^. This interaction regulates amino acid-dependent activation of mTOR. Furthermore, amino acid induced action of FLCN as a guanine nucleotide exchange factor for RagA/B-complex^51^ and a GTPase-activating protein for RagC/D^49^ activates Rag and mTOR, which could phosphorylate MiT-TFE transcription factors, allowing them to move out of the nucleus^39^. Although TFE3 is localized in the nucleus in naïve hESC but in the cytoplasm in primed hESC or hESC exiting the naïve state, this localization difference cannot be explained by the level of expression of FLCN, since FLCN is expressed at the same level in various pluripotent states. FLCN has been shown to interact with FLCN Interacting Proteins 1 and 2 (FNIP1/2)^31,47,52^. We showed by co-immunoprecipitation of FLCN-GFP followed by mass spectrometry analysis that FLCN also binds to FNIP1/2 in hESC. In addition, FLCN binds to TOR Signaling Pathway Regulator (TIPRL) upon exiting from the naïve state but not in the naïve state, i.e., mTOR signaling pathway mechanics change as cells progress from naïve to primed. TIPRL has been shown to enhance amino acid-dependent mTORC1 signaling by inhibiting the phosphatase activity of PP2Ac^53^. We propose that the formation of a FLCN/FNIP1/TIPRL complex in cells exiting the naïve state could activate mTOR at the lysosome (through Rags) and induce phosphorylation of TFE3 resulting in its retention in cytoplasm (Fig. 5i).

In cancer cells FLCN mutants exhibit activation of both mTORC1 and mTORC2 and treatment of a mouse model of Flcn mutant-induced renal carcinoma with mTor inhibitor reduces tumor size^31^. However, the mechanism of how FLCN controls both mTORC1 and mTORC2 function is unknown. It has been proposed that naïve and primed hESC are differentially dependent on mTORC2 (ref. ^54^). Here we show that FLCN can bind to SIN1, an essential component of mTORC2 (ref. ^55^) only in the naïve state. Using SIN1 and RICTOR-specific mutant we show that while mTORC1 is important for TFE3 localization, mTORC2 is dispensable for the process. Reduction of either SIN1 or RICTOR expression decreased the levels of P-S6, in addition to P-AKT(S473), suggesting that mTORC2 can partially regulate mTORC1 in hESC, as seen previously in mESC^56^. Future experiments will reveal the function of this branch of mTORC1 regulation. We propose that FLCN/SIN1 interaction may negatively regulate mTORC2 activity, and consequently cytoplasmic mTORC1 activity (Fig. 5i). However, we cannot rule out that the binding of FLCN to SIN1 in naïve hESC could also regulate mTORC2-independent functions of SIN1 (refs. ^43,44^). It is possible that FLCN may not directly interact with mTORC2 but rather may sequester SIN1 from this complex. The role of mTORC2 and cytoplasmic mTORC1 in the exit from naïve pluripotency remains to be identified. Interestingly we also found that during the exit of naïve pluripotency FLCN binds to ARAP1, RAP2B, CD59, and PLCH1, four proteins involved in the EGFR signaling pathway, corroborating the recent findings that FLCN negatively regulates EGFR signaling^57^. The role of FLCN on EGFR pathway in hESC will be interesting to examine further in future studies, in particular its role upstream of AKT and mTOR pathway.

In human ESC, we observed that in the absence of FLCN, TFE3 is exclusively localized to the nucleus, resulting in the activation of its target genes. TFE3 has been shown to regulate the transcription of the core pluripotency factor Esrrb in mouse ESC^19^. However, ESRRB expression is low in hESC lines^13,58^, suggesting that TFE3 targets are different in human and mouse. KO of *ESRRB* in naïve *FLCN* KO hESC does not significantly decrease the expression of naïve markers during the naïve to primed transition. Among the genes up-regulated in *FLCN* KO hESC were several TFE3-targets WNT ligands, as well as WNT pathway targets, indicating WNT pathway activation. WNT plays an essential role in maintaining the naïve pluripotent state in mouse and human ESC^1,20,59,60^. Since the expression of Wnt has been shown to block the transition from naïve to primed ESC^60^, we hypothesized that activation of the WNT pathway by TFE3 in *FLCN* KO hESC prevents the cells from exiting the naïve state. We confirmed that hypothesis by showing that WNT inhibitor was able to rescue the *FLCN* KO phenotype. These studies may have bearing for novel treatments of human cancer caused by Folliculin mutations.

## Methods

### hESC culture

Naïve hESC [Elf-1 (NIH_hESC Registry #0156), Elm-2 (NIH_hESC Registry #0396), Elf-3 (NIH_hESC Registry #0397), Elf-4 (NIH_hESC Registry #0398), and WIBR3 (NIH registry#0079) toggled in 5iLA] were cultured as previously described^1,3,4,32^. Briefly, cells were grown on a feeder layer of irradiated primary mouse embryonic fibroblasts (MEF) in naïve hESC media (2iL-I-F or 5iLA). 2iL-I-F media consisted of DMEM/F-12 media supplemented with 20% knockout serum replacer (KSR), 0.1 mM nonessential amino acids (NEAA), 1 mM sodium pyruvate, penicillin/streptomycin (all from Invitrogen, Carlsbad, CA), 0.1 mM β-mercaptoethanol (Sigma-Aldrich, St. Louis, MO), 1 µM GSK3 inhibitor (CHIR99021, Selleckchem), 1 µM of MEK inhibitor (PD0325901, Selleckchem), 10 ng ml^−1^ human LIF (Chemicon), 5 ng ml^−1^ IGF1 (Peprotech) and 10 ng ml^−1^ bFGF. 5iLA media consisted of 50:50 mixture of DMEM/F-12 (Invitrogen; 11320) and Neurobasal (Invitrogen; 21103) media, supplemented with 1% N2 supplement (Invitrogen; 17502048), 2% B27 supplement (Invitrogen; 17504044), 1 mM glutamine (Invitrogen), 1% nonessential amino acids (Invitrogen), 0.1 mM β-mercaptoethanol (Sigma), penicillin–streptomycin (Invitrogen), 50 mg ml^−1^ bovine serum albumin (BSA) (Sigma), BRAF inhibitor (0.5 µM), SRC inhibitor (1 µM), MEK inhibitor (1 µM), GSK3 inhibitor (IM-12, 1 µM), ROCK inhibitor (10 µM), recombinant human LIF (20 ng.ml^−1^), and Activin A (10 ng ml^−1^). Cells were passaged using 0.05% Trypsin-EDTA (Life Technologies). Cells were transferred to matrigel-coated plates prior molecular analysis. Exit from the naïve state was achieved by culturing the cells in either mTeSR1 media (StemCell Technologies) or primed FGF hESC media (DMEM/F-12 media supplemented with 20% KSR, 0.1 mM NEAA, 1 mM sodium pyruvate, penicillin/streptomycin, 0.1 mM β-mercaptoethanol, and 10 ng ml^−1^ bFGF) on matrigel-coated plates. All cells were cultured at 5% O_2_ and 5% CO_2_ between passage p20 and p40, as indicated.

### Whole-genome CRISPR screen during exit from naïve state

Ten to 20 million naïve hESC Elf1 2iL-I-F (passage p21–p26) were transduced with human pooled lentiCRISPR library (genome-scale CRISPR-Cas9 knockout (GeCKO) library^25^) via spinfection and plated onto irradiated Drug Resistance 4 (DR4) MEF. Four days later, puromycin was added (0.5 µg ml^−1^) for 2 days. Cells were passaged at day 7 and day 10. On day 10, cells were switched to TeSR media to initiate the exit from the naïve state. After 4 days in mTeSR1, cells were treated with Methotrexate (1 µM; Torcis) and Acetaldehyde (1 mM; Sigma) (M/A). In all, 3–4 × 5 millions cells were harvested at Day 14 time point (before M/A selection) and at Day 17 (3 days after beginning of M/A selection). Genomic DNA was extracted and sgRNA sequences were PCR amplified and sequenced. Bowtie^61^ was used to align the sequenced reads to the sgRNA library and the R/Bioconductor package edgeR^62,63^ with voom normalization^64^ was used to assess changes across various groups. Guides having a fold change greater than 1 and an adjusted false discovery rate (FDR) >0.05 were considered statistically significant. Raw and mapped data files are available at the Gene Expression Omnibus database (GSE).

### Generation of CRISPR mutant lines

Naïve hESC (Elf1 2iL-I-F or WIBR3 5iLA) were spin-infected with lentiCRISPR-v2 lentiviral pools of four sgRNA per gene for FLCN and ESRRB in the presence of 4 µg ml^−1^ polybrene (Supplementary Data 6A) and plated onto irradiated DR4 MEF. 

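The listed guide sequences for FLCN and ESRRB were located in the reference genome GRCh37, with no sample involved. All 4 FLCN sequences match FLCN on chromosome 17 once and nowhere else, on the strand of the gene. FLCN 1 lies from 17131431 to 17131450 in exon 4 of 14 of transcript ENST00000285071.9, the exon that holds the start codon, over codons 1 to 7 of 579. FLCN 2 lies from 17129555 to 17129574 in exon 5, over codons 104 to 111. FLCN 3 lies from 17127252 to 17127271 in exon 6, over codons 195 to 201. FLCN 4, from 17125805 to 17125824, crosses the end of exon 7 into the intron. Counted over the 11 coding exons, these are exons 1, 2, 3 and 4.

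Cas9 needs an NGG motif beside the guide's target. It stands beside the sequence as listed for FLCN 3 (GGG). For FLCN 1 (TGG) and FLCN 4 (AGG) it stands beside the reverse complement, and for FLCN 2 on neither side (ACC and ATG). The 4 ESRRB sequences lie within 76905740 to 76905820 on chromosome 14, in exon 2 of 7 of ENST00000644823.1, each with NGG as listed. Near matches beside NGG were searched for the 3 FLCN guides and 4 ESRRB guides that have this motif, and not for FLCN 2. No site had 1 mismatch, and 1 had 2 mismatches, to FLCN 1 in EPHA8. With 3 mismatches there were 11 sites for FLCN and 31 for ESRRB.

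**Figure D3:**
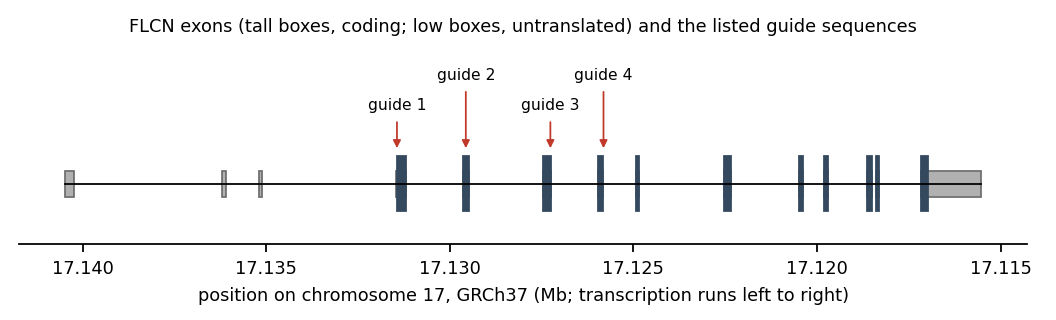
Exons of FLCN along chromosome 17 of GRCh37 (horizontal axis, Mb), with arrows at the 4 listed guide sequences. The sequences fall at coding exons 1, 2, 3 and 4 of 11.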

Two days later, cells were selected with puromycin (0.5 µg ml^−1^, for 2–3 days). Alternatively, SIN1 and RICTOR mutants were generated in Elf1-iCas9 (ref. ^1^). Guides were ordered through Synthego (RICTOR) or as T7-gRNA primers (SIN1). A dsDNA fragment was synthesized from these primers by self-annealing PCR to a complementary scaffold primer. The dsDNA fragment was followed by Q5 High-Fidelity-based PCR (New England Biolabs). This 120 bp strand served as a template for IVT (MAXIscript T7 kit; Applied Biosystems). The RNA was then purified using Pellet Paint® Co-Precipitant (Novagen). Elf1-iCas9 cells were treated with doxycycline (2 μg ml^−1^) for 2–3 days before and during transfection. Cells were transfected with 40 nM of gRNA using Lipofectamine RNAiMAX (Life Technologies). A second transfection was performed after 24 h. Two days after the last gRNA transfection, Elf1-iCas9 cells were dissociated into single cells and replated onto MEF-coated plates or collected for DNA analysis (pool). In the next passage, single colonies from MEF-coated plates were randomly selected and amplified. The molecular characterization of the mutant lines and their phenotype were analyzed between passage 33 and 40 using controls with matching passage number.

Genomic DNA was extracted using DNAzol reagent (Invitrogen) according to the manufacturer’s instructions and quantified using Nanodrop ND-1000. Genomic regions flanking the CRISPR target sites were PCR amplified with the designed primers (Supplementary Data 6C) and sent for Sanger sequencing. Alternatively, PCR were purified with the PureLink Quick PCR Purification Kit (Invitrogen), inserted into a carrier vector by Gibson Assembly, and 96 clones Sanger sequenced.

### Secondary CRISPR screen

Newly generated naïve hESC (Elf1 2iL-I-F) CRISPR KO were pushed to exit the naïve pluripotent state by switching their media with mTeSR1. Four days later, cells were treated with methotrexate (1 µM) and acetaldehyde (1 mM) for three additional days. Number of surviving cells was then assessed using NucleoCounter NC-200 (ChemoMetec).

### Generation of FLCN and NNMT overexpression constructs

NNMT gene was amplified from the pCLNCX-NNMT OE construct^65^ using PCR with Q5 High-Fidelity DNA Polymerase (New England Biolabs). PCR product was Gibson assembled into mammalian vector AAVS1-TRE3G-EGFP^66^. Full-length FLCN was amplified out of a cDNA library and inserted into the MluI site of AAVS1-TRE3G-EGFP by Gibson Assembly. 1 × 10^6^ cells of naïve FLCN KO hESC (Elf1 2iL-I-F) were transfected with 0.5 µg AAVS1-TALEN-R plasmid (Addgene #59026), 0.5 µg AAVS1-TALEN-L (Addgene #59025), and 4 µg of either AAVS1-TRE3G-NNMT-EGFP or AAVS1-TRE3G-FLCN-EGFP using Amaxa Lonza Human stem cell Kit #2. The cells were then plated with 5 µM ROCK inhibitor onto irradiated DR4 MEF. Two days following the nucleofection, the cells were selected for Puromycin 0.5 µg ml^−1^ for 2 days.

### Generation of KLF4 and TFCP2L1 knock-down lines using shRNA

shRNA against TFCP2L1 or KLF4 were inserted in the lentiviral backbone pLL3.7-EF1a-GFP (shRNA-GFP). WIBR3 5iLA FLCN KO cells were infected with pooled TFCP2L1 or KLF4 shRNA-GFP virus in the presence of polybrene (4 µg ml^−1^ polybrene). The GFP expression was used to measure transfection efficiency. The knock-down efficiency of the shRNA was assessed by RT-qPCR and western blot analysis. Sequences of shRNA used are presented in Supplementary Data 6B.

### ChIP-seq experiment

Naïve 2iL-I-F hESCs Elf1 NNMT KO (mutant 6.2.4; ref. ^1^) were crosslinked and chromatin processed as previously described^1^ with minor modifications. Briefly, cells were harvested with accutase and crosslinked in suspension with 1% formaldehyde solution for 10 min at room temperature. Reaction was quenched with glycine and crosslinked cells were rinsed with ice-cold phosphate-buffered saline (PBS). Nuclei were isolated and chromatin sonicated using a Covaris E210 to approximately 200–500 bp size range. Magnetic Dynabeads were incubated overnight rotating at 4 °C with antibody against H3K27me3 (Active Motif, cat # 39155). Sonicated chromatin from approximately 200 thousand to 3 million cells was added to the bead-bound-antibodies and allowed to incubate at 4 °C rotating overnight. Beads were washed to remove unbound chromatin. Bound chromatin was eluted from beads and reverse crosslinked overnight. Purified DNA was prepared for next-generation sequencing via end repair, A-tailing, ligation of custom Y-adapters, and PCR amplification to generate final DNA library following gel size selection.

### WNT and mTORC1/2 chemical inhibition

Wnt secretion was inhibited in hESC Elf1 and WIBR3 during the exit of the naïve state (7 days in either mTeSR1 or FGF, respectively) by treatment with IWP2 (7 days, 2 μM; Tocris). Dimethyl sulfoxide (DMSO) treatment was used as a vehicle control. mTORC1/2 activity was inhibited in hESC Elf1 during the exit of naïve state (4 days in mTeSR1) by treatment with INK-128 (100 nM; Medchem) or Rapamycin (100 nM) for 24 h (added 6 days after mTeSR1).

### Immunofluorescence staining

Cells were fixed in 4% paraformaldehyde in PBS for 10 min, permeabilized for 10 min in 0.1% Triton X-100, and blocked for 1 h in 2% BSA. The cells were then incubated in primary antibody overnight, washed with PBS (3 × 5 min), incubated with the secondary antibody in 2% BSA for 1 h, washed (3 × 10 min) and stained with 1 μg ml^−1^ DAPI for 10 min. Mounting media was composed of 2% of n-propyl gallate in 90% Glycerol and 10% PBS. Analysis was done on a Leica TCS-SPE Confocal microscope using a ×40 objective and Leica Software. The antibodies used for immunostaining were anti-TFE3 (Sigma Prestige HPA023881, 1:400), anti-Oct4 (Santa Cruz sc-5279, 1:100), and Alexa 488- or Alexa 647-conjugated secondary antibodies (Molecular Probes).

### Western blots analysis

Cells were lysed directly on the plate with a lysis buffer containing 20 mM Tris-HCl pH 7.5, 150 mM NaCl, 15% glycerol, 1% Triton x-100, 1 M *ß-*glycerolphosphate, 0.5 M NaF, 0.1 M sodium pyrophosphate, orthovanadate, PMSF, and 2% sodium dodecyl sulfate (SDS). Twenty-five units of Benzonase® Nuclease (EMD Chemicals, Gibbstown, NJ) was added to the lysis buffer right before use. Proteins were quantified by Bradford assay (Bio-rad), using BSA as Standard using the EnWallac Vision. The protein samples were combined with the 4× Laemmli sample buffer, heated (95 °C, 5 min), and run on SDS-PAGE (protean TGX pre-casted 7.5% gel or 4–20% gradient gel; Bio-rad) and transferred to the nitro-cellulose membrane (Bio-Rad) by semi-dry transfer (Bio-Rad). Membranes were blocked for 1 h with 5% milk or 2% BSA (for antibodies detecting phosphorylated proteins), and incubated in the primary antibodies overnight at 4 °C. The antibodies used for western blot were β-tubulin III (Promega G7121, 1:1000), β-actin (Cell Signaling 4970, 1:10000), Oct4 (Santa Cruz sc-5279, 1:1000), H3K27me3 (Active Motive 39155, 1:1000), FLCN (Cell Signaling D14G9, 1:2000), NNMT (Abcam 58743, 1:500), TFE3 (Sigma Prestige HPA023881, 1:1000), JARID2 (Cell Signaling D6M9X, 1:1000), LDHA (Cell Signaling 2002, 1:1000), SIN1 (EMD Millipore 05-1044, 1:000), pAkt(S473) (Cell Signaling 9271, 1:1000), pAkt(T308) (Cell Signaling 9275, 1:1000), Akt (Cell Signaling 9272, 1:1000), pS6 (Cell Signaling 2215, 1:10,000), S6 (Cell Signaling 2117, 1:2000), p4EBP1 (Cell Signaling 236B4, 1:1000), ESRRB (ProteinTech, 1:1000), pmTOR (Cell Signaling 2971, 1:1000), mTOR (Cell Signaling 2972, 1:1000), RICTOR (Invitrogen MA5-15681, 1:1000), TFCP2L1 (Novus Biologicals NBP1-85441, 1:1000), and KLF4 (Abcam ab129473, 1:1000). The membranes were then incubated with secondary antibodies (1:10,000, goat anti-rabbit or goat anti-mouse IgG HRP conjugate(Bio-Rad) for 1 h and the detection was performed using the immobilon-luminol reagent assay (EMD Millipore). Uncropped scans of the most important blots are presented in Supplementary Data 7.

### Co-immunoprecipitation

Elf1 FLCN KO+FLCN-GFP hESC grown in either naïve media (2iL-I-F) or mTeSR1 media (3–4 days) plus or minus doxycycline (1 μg ml^−1^) were incubated directly on the plate with 200 µl lysis buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.5 mM EDTA, 1.5 mM MgCl_2_, 1 mM DTT, 25 mM NaF, 5% glycerol, 0.5% NP-40, (1 tablet/10 ml) PMSF added freshly). The lysate was transferred to a microtube and incubated on ice for 30 min with extensive vortexing every 10 min. Cell lysate was centrifuged at 15,600 × *g* for 15 min at 4 °C. One hundred and fifty microliters supernatant were incubated for 1 h at 4 °C with 20 µl of GFP-Trap-A beads (gta-20; Chromotek) used as per the manufacturer’s protocol. The bound protein was separated by centrifugation (200 × *g* for 2 min at 4 °C) where the unbound-flowthrought was removed and the beads were washed extensively four times using lysis buffer and centrifugation at 200 ×*g* for 2 min at 4 °C. Finally, the beads were resuspended in 40 µl of sample buffer 2× and 20 µl were loaded on gel.

### Proteomics

Immunoprecipitated proteins were suspended in 1 M urea, 50 mM ammonium bicarbonate, pH 7.8, and heated to 50 °C for 20 min. Proteins were reduced with 2 mM DTT, alkylated with 15 mM iodoacetamide, and digested overnight with trypsin. The resulting peptides were desalted on Waters Sep-Pak C18 cartridges. Peptides were measured by nano-LC-MS/MS on a Fusion Orbitrap (Thermo Fisher Scientific). Peptides were separated online by reverse phase chromatography using a heated 50 °C 30 cm C18 columns (75 mm ID packed with Magic C18 AQ 3 μM/100Α beads) in a 280 min gradient (1–45% acetonitrile with 0.1% formic acid) separated at 250 nl min^−1^. The fusion was operated in data-dependent mode with the following settings: 30,000 resolution, 350–1500*m*/*z* full scan, top speed 2 s, and an 1.8*m*/*z* isolation window. Identification and label free quantification of peptides were done with MaxQuant 1.5.7.4 using a 1% FDR against the human Swiss-Prot/TrEMB database downloaded from Uniprot on 2 June 2016. The databases contained forward and reverse human sequences as well as common contaminants. Peptides were searched using a match between run window of 2 min, 5 ppm mass error, a maximum of two missed cleavages, modification of cysteine residues (alkylation +57.0215 Da), methionine (oxidation +15.9949 Da), asparagine and glutamine (deamidation +0.9840), and acetylation of protein n-termini (+42.0106 Da). Proteins that were significantly regulated between conditions were identified using a permutation-based *t*-test (S1, FDR 5%) in Perseus 1.5.6. We analyzed two biological experiments with 3–4 technical replicates per condition.

### RNA extraction and RT-qPCR analysis

RNA was extracted using Trizol (Life Technologies) according to the manufacturer’s instructions. RNA samples were treated with Turbo DNase (ThermoFischer) and quantified using Nanodrop ND-1000 (Thermo Scientific). Reverse transcription was performed using Random Hexamers (Invitrogen) and Omniscript reverse transcription kit (Qiagen). Ten nanograms of cDNA were used to perform qRT-PCR using SYBR Green (Applied Biosystems) or TaqMan (Applied Biosystems). Primers used are listed in Supplementary Data 6D. Real-time RT-PCR analysis was performed on 7300 real-time PCR system (Applied Biosystems). ß-Actin was used as an endogenous control.

### RNA-seq and data analysis

Total RNA for samples in this study were extracted with the Direct-zol RNA kit (Zymo Research) and libraries for Illumina sequencing were generated with the KAPA Stranded mRNA-Seq Kit (KAPA Biosystems). Sequencing was run on an Illumina HiSeq 2500 in the Fred Hutchinson Cancer Research Center Shared Resources Genomics facility. RNA-seq samples from this study and previously published studies^1,4,7,12,67,68^ were aligned to hg19 using Tophat^69^ (version 2.0.13). Gene-level read counts were quantified using featureCounts (24227677)^70^ using Ensembl GRCh37 gene annotations. Raw sequencing data and read count per gene data can be accessed at the NCBI Gene Expression Omnibus. Batch effects were corrected using Combat^71^. Processed single-cell RNA-seq data from Nakamura et al.^33^ were used. Only genes expressed above 10 Reads Per Million in three or more samples were kept. t-SNE^72^ was performed with the *Rtsne* package, using genes with the top 20% variance across samples. Cluster labels from Nakamura et al.^33^ were used.

### Small-molecule screen for naïve and primed hESC

Compound sensitivity profiles of ELF1 naïve and ELF1 primed cells were compared in a high throughput screen of 160 approved and investigational oncology drugs described previously^73^. Composition of this customized drug panel includes 45 FDA-approved drugs while ~80% of the remaining compounds have been tested in early phase clinical trials. These drugs encompass a broad range of activities and target classes and include inhibitors of EGFR (*n* = 2), FLT3 (5), PI3K/AKT/mTOR (25), MEK/ERK (7), histone deacetylases (5), Bcl2 (3), NF-κB (2), Jak/Stats (2), PARPs (3), CDKs (7), HSP90 (2), CHKs (4), polo-like kinases (2), aurora kinases (2), hedgehogs (3), PKC (3), farnesyl transferases (2), GSK3 (2), proteosome components (1), additional kinases (29), retinoids (3), and drugs that act on other or unknown targets (12), and >80% have been tested in early phase clinical trials. Cells were seeded onto tissue culture-treated 384-well plates that were previously prepared by a Ghosting Protocol^74^ where all cellular manipulations were performed on a BioTek EL406 liquid handler. Wells of the 384-well plate were coated with Matrigel (Corning) per the manufacturer’s recommended procedure and kept at room temperature at least 15 min prior to the addition of MEF. For naïve cells, 386-well plates in triplicate were seeded with γ-irradiated MEF. The feeder layer was allowed to adhere overnight. The next day feeder extracellular matrix was generated through lysis^74^. Two thousand Elf1 naïve cells per well were seeded the same day onto the extracellular matrix in MEF conditioned hESC medium (supplemented with 2iL-I-F or FGF; naïve and primed, respectively) and 4000 cells per well Elf1 primed cells were also seeded in triplicate and both naïve and primed allowed to adhere overnight at 37 °C, 5% CO_2_ in 50 μl volume. After 24 h incubation at 37 °C, 5% CO_2_, media was replaced with fresh media. Immediately following the media exchange, compounds (50 nl) were added at concentrations ranging from 5 pM to 100 μM using the CyBio CyBi-Well Vario and incubated at 37 °C, 5% CO_2_ for 72 h and viability was assessed using CellTiter Glo (Promega) with quantitation of luminescence derived from intracellular ATP. Resulting dose curves were fitted to a 4 Parameter Logistic Dose Response Model using idbs’ XLFit. CellTiter-Glo (Promega) is dispensed into the individual wells with the WellMate and following 20 min incubation on an orbital shaker, luminescence is measured on a Perkin Elmer EnVision Multi-label plate reader. Percentage cell viability is reported as relative to the DMSO solvent control. After 4 days, the results were obtained. IC_50_ values were calculated by fitting data using least-squares method to the standard four-parameter logistic model where: *Y* = (*Y*_min_ + (*Y*_max_/(1 + ((*X*/IC_50_)^Slope^), and *Y* = % viability, *Y*_min_ = minimal % viability, *Y*_max_ = maximal % viability, *X* = compound concentration, IC_50_ = concentration of compound exhibiting 50% inhibition of cellular viability, Slope = the slope of the resultant curve. Curve fitting was performed using idbs XLFit software, an Addin for Microsoft Excel. Subsequent analysis was performed using Tibco’s Spotfire software.

### Reproducibility of experiments

The number of independent experiments for each figure panel is described in the corresponding figure legend and primary data are available in Supplementary Data 7. For all western blots presented in the manuscript, there were at least three independent experiments.

There is no estimate of variation in each group of data and the variance is similar between the groups. No statistical method was used to predetermine sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment. RNA samples with 260 nm/280 nm < 1.80 were discarded.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Source Data

Reporting Summary

## Data Availability

RNA-seq and ChIP-seq data sets generated for this study are available from the NCBI GEO database under accession number GSE122118. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^75^ partner repository with the dataset identifier PXD011736. A reporting summary is available as a Supplementary File. The source data underlying Figs. 1e–g, 2c, g, h, 3d–f, g, i–k, 4e, g, h, k, l, 5b–g and Supplementary Figs. 3B, 4D, 4J, 4L, 5B–C, 7A are provided as a Source Data file.

# Supplementary material for: Folliculin regulates mTORC1/2 and WNT pathways in early human pluripotency
**Source:** Nat Commun. 2019 Feb 7;10:632. doi: 10.1038/s41467-018-08020-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

**Folliculin regulates mTORC1/2 and WNT pathways in early human pluripotency**

Mathieu et al.

## SUPPLEMENTARY FIGURES

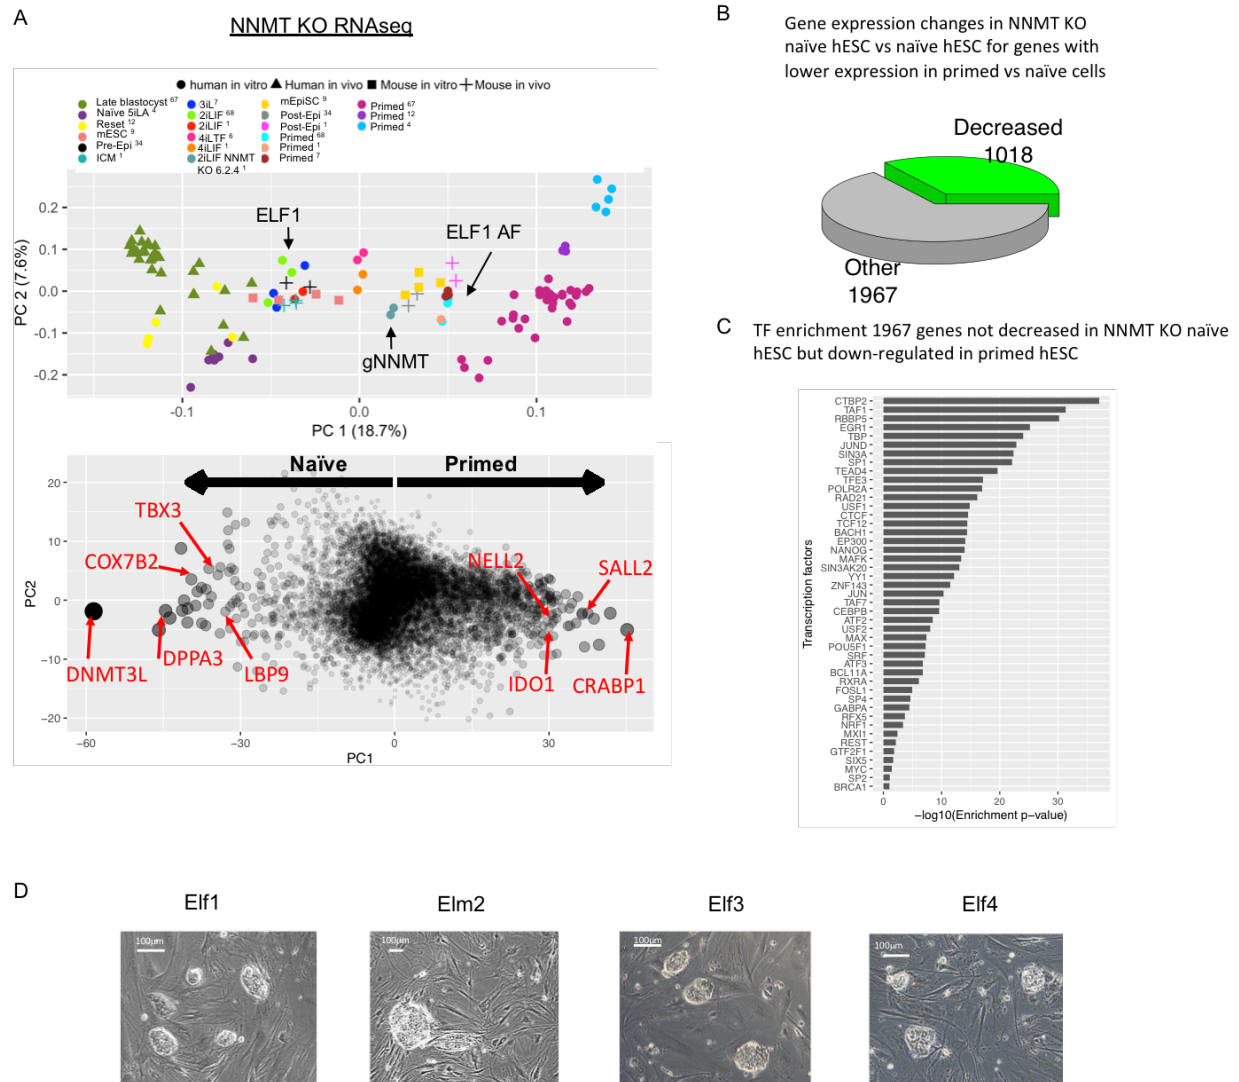

### Supplementary Figure 1. *NNMT* KO partially move naïve hESC toward primed state

A. PCA plot of RNA-seq samples from human and mouse embryo as well as naïve and primed hESC after batch effects correction (top) and genes contributing to naïve vs. primed separation (bottom). *NNMT* CRISPR KO sample in 2iL-I-F moved toward primed state. Known marker genes are labeled. B. 66% (1967) genes with lower expression level in primed vs. naïve hESC did not show any decreased expression in *NNMT* CRISPR KO, indicating that they do not fully transition to primed state. C. Enrichment of transcription factor targets in these 1967 genes that are not downregulated by *NNMT* KO. D. Bright field images of newly derived naïve hESC Elf1, Elm2, Elf3 and Elf4 cultured in 2iL-I-F media.

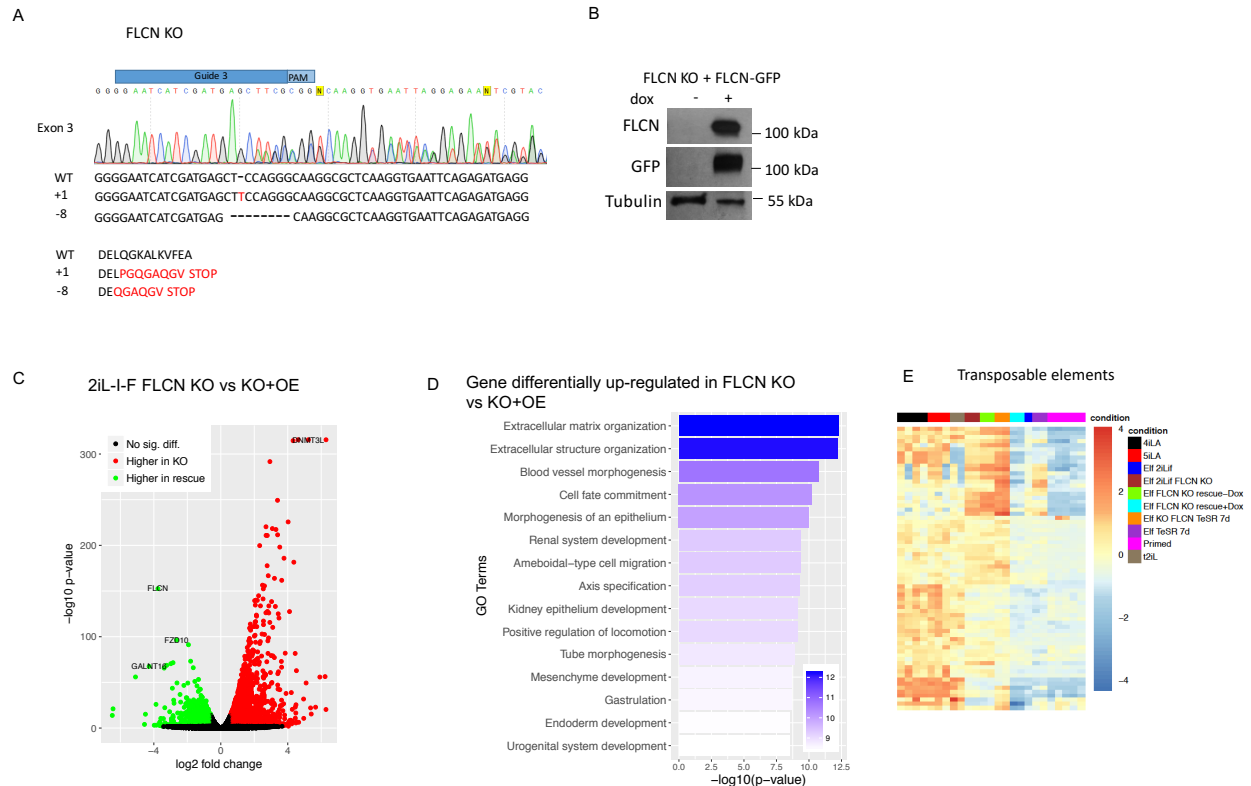

## Supplementary Figure 2. Generation of FLCN KO and FLCN OE hESC

A. Trace file from Sanger sequencing of FLCN mutations in Elf1 2iL-I-F *FLCN* KO. B. Overexpression of FLCN-GFP fusion protein analyzed by Western blot. C. Volcano plot representation of differential expression analysis in Elf1 2iL-I-F FLCN KO vs Elf1 2iL-I-F FLCN KO+FLCN OE. D. Gene ontology analysis of genes differentially up-regulated in Elf1 2iL-I-F FLCN KO vs Elf1 2iL-I-F FLCN KO+FLCN OE. E. A subset of early naïve transposable elements<sup>4,12</sup> is up-regulated in naïve Elf1 FLCN KO compared to WT naïve Elf1. Values represent log<sub>2</sub> fold change from the mean for each TRE.

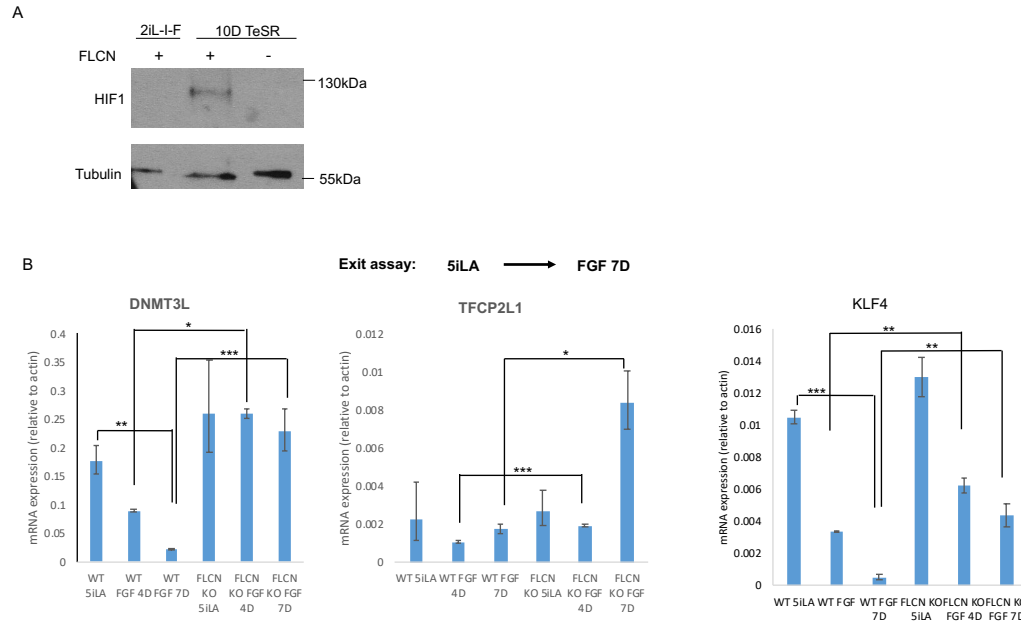

### Supplementary Figure 3. FLCN controls the exit from naïve pluripotency

A. Western blot analysis of primed marker HIF1 $\alpha$  in naïve 2iL-I-F hESC and 10D TeSR hESC WT and *FLCN* KO. B. qPCR analysis of naïve markers DNMT3L, TFCP2L1 and KLF4 upon exit from naïve state (5iLA to 7-day FGF). S.e.m.; \* $p < 0.05$ , \*\* $p < 0.005$ , \*\*\* $p < 0.001$ ; 2-tailed t-test,  $n = 3$  to 6 biological replicates.

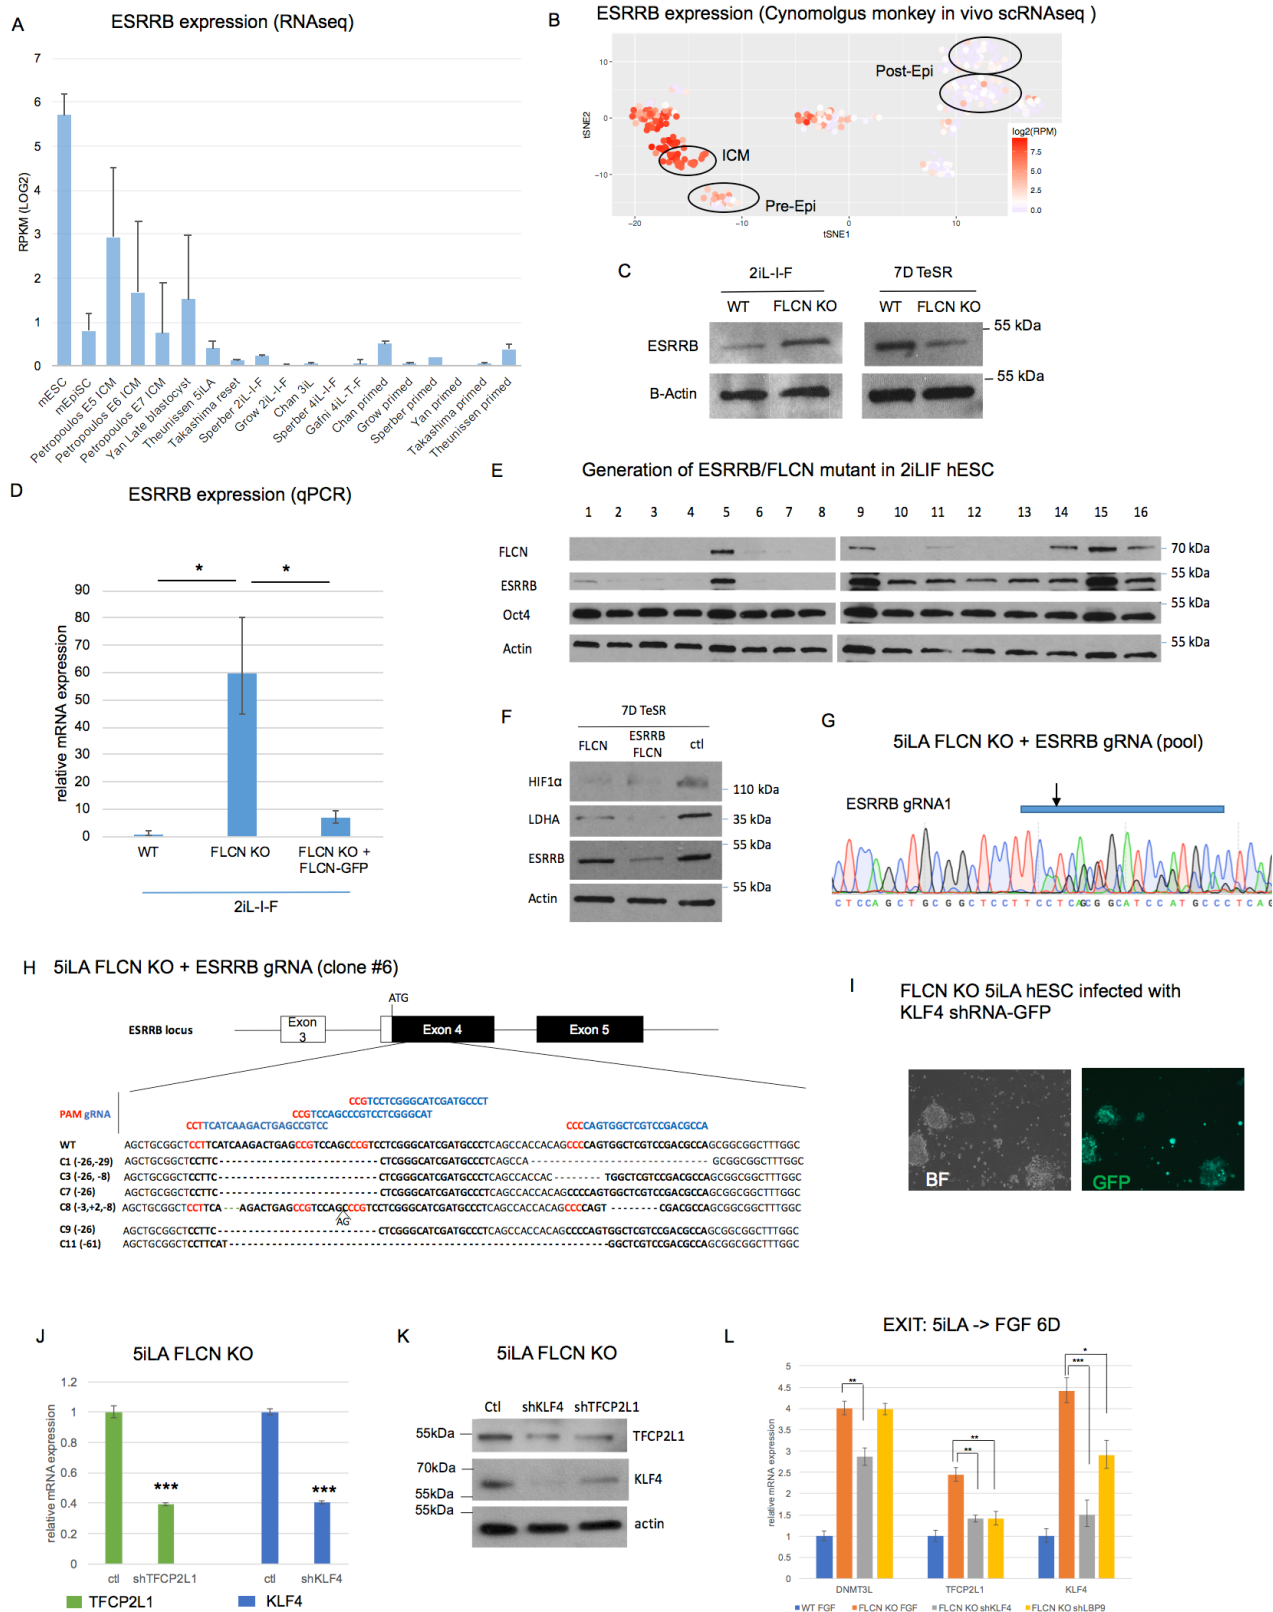

**Supplementary Figure 4. ESRRB, KLF4 and TFCP2L1 functions in FLCN KO hESC**

A. ESRRB expression in human pre-implantation<sup>67,76</sup>, naïve and primed hESC lines<sup>1,6,7,11,12,68</sup> and mESC lines<sup>9</sup>. B. tSNE analysis of ESRRB in *in vivo* blastocysts from non-human primate, cynomolgus monkey (*Macaca fascicularis*,<sup>33</sup>). C. ESRRB is up-regulated by *FLCN* KO in naïve hESC but not during the exit of naïve pluripotent state. Western blot analysis of ESRRB expression in Elf1 2iL-I-F and Elf1 7D TeSR in WT and *FLCN* KO. D. RT-qPCR analysis of ESRRB in naïve (Elf1 2iL-I-F) and during exit (Elf1 7-day TeSR) in WT and *FLCN* KO hESC. S.e.m.; \* $p < 0.05$ , NS:non-significant; 2-tailed t-test,  $n = 3$  biological replicates. E. Western blot analysis of Elf1 2iL-I-F clones isolated after infection with *FLCN* and ESRRB gRNA. *ESRRB/FLCN* double mutants still express the pluripotent marker OCT4. F. *ESRRB/FLCN* double mutant does not rescue *FLCN* KO phenotype during the exit of naïve pluripotency. Western blot analysis of primed hESC markers (HIF1 $\alpha$ , LDHA) in Elf1 7D TeSR, Elf1 7D TeSR *FLCN* KO and Elf1 7D TeSR *FLCN* KO/ESRRB knock-down mutant (clone 4 in Supplementary Figure 4E). G. Sanger sequencing trace file of the pool of WIBR3 5iLA cells infected with ESRRB sgRNA lentivirus. The area covered by the guide is showed in dark blue. H. Mutations in ESRRB gRNA region were sequenced from WIBR3 5iLA *FLCN* KO *ESRRB* KO hESC (clone 6 in Fig.4g). The expression of 4 gRNA targeting ESRRB from lentiCRISPR lentivirus resulted in premature STOP codons. I-K. Knock-down of KLF4 and TFCEP2L1 by shRNA in WIBR3 *FLCN* KO. Expression of green fluorescence protein(GFP) one week after infection of WIBR3 5iLA *FLCN* KO with KLF4 shRNA-GFP lentivirus was assessed under a fluorescence microscope. BF:bright field (I). RT-qPCR (J) and Western blot (K) analysis reveal knock-down of KLF4 and TFCEP2L1 at the RNA and protein level with shRNA against KLF4 and TFCEP2L1, respectively. S.e.m.; \*\*\* $p < 0.001$ ; 2-tailed t-test,  $n = 3$  technical replicates. L. RT-qPCR of naïve hESC markers (TFCEP2L1, KLF4 and DNMT3L) during the exit of naïve pluripotency in WIBR3 6D FGF, WIBR3 *FLCN* KO 6D FGF, WIBR3 *FLCN* KO/KLF4 KD and TFCEP2L1 mutants 6D FGF. S.e.m.; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; 2-tailed t-test,  $n = 3$  to 6 biological replicates.

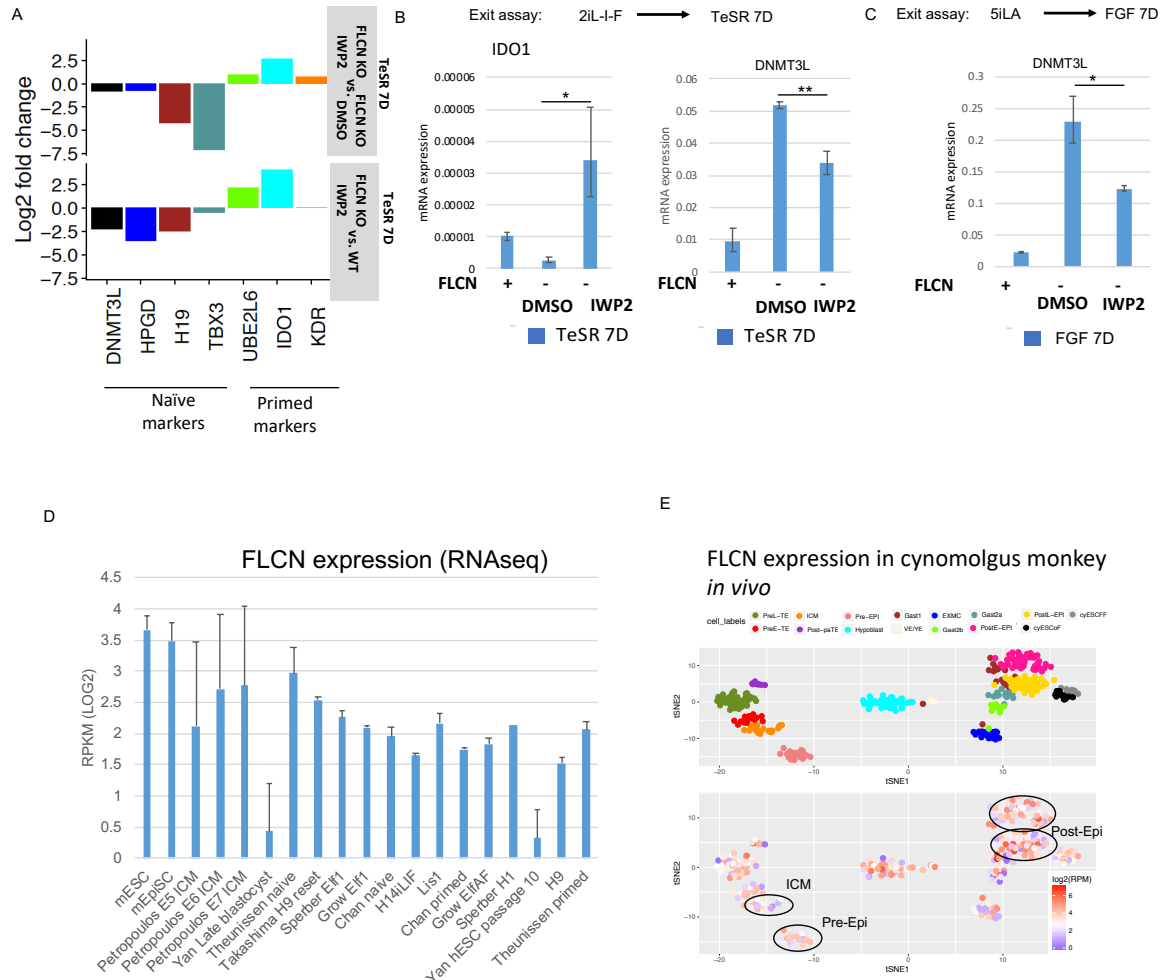

### Supplementary Figure 5. WNT inhibitor rescues FLCN KO phenotype

A-C. Inhibition of WNT by IWP2 during exit of naïve state partially rescue FLCN KO phenotype as revealed by RNAseq (A) and RT-qPCR (B) analysis. Naïve markers are down-regulated and primed markers are up-regulated in Elf1 TeSR 7D *FLCN* KO IWP2 vs. in Elf1 TeSR 7D *FLCN* KO DMSO (A). 

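Among the markers of the panel, the naïve genes were lower with IWP2 and the primed genes higher. DNMT3L, a cofactor of de novo DNA methylation, lies on chromosome 21 of GRCh37 from 45666222 to 45682099. It had 1854 counts with DMSO and 1143 with IWP2, 1.79-fold lower (95% interval 1.66 to 1.93). HPGD, a prostaglandin dehydrogenase on chromosome 4, was 1.67-fold lower (1.58 to 1.77). H19, an imprinted noncoding RNA, was 18.5-fold lower (15.6 to 22.0). Of the primed markers, IDO1, an enzyme of tryptophan breakdown, had 6 and 48 counts (7.25-fold higher, 3.10 to 20.7). UBE2L6, an enzyme of ISG15 conjugation, was 1.98-fold higher (1.51 to 2.62), and KDR, a VEGF receptor, 1.65-fold higher (1.49 to 1.84). ESRRB, a naïve transcription factor, went the other way, with 0 counts with DMSO and 13 with IWP2, at least 3.93-fold higher (95% bound 2.76).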

Primed marker IDO1 is up-regulated and naïve marker DNMT3L down-regulated in *FLCN* KO cells treated with IWP2: Elf1 2iL-I-F exit (7D TeSR, B) and WIBR3 5iLA exit (7D FGF, C). S.e.m.; \* $p < 0.05$ , \*\* $p < 0.005$ ; 2-tailed t-test,  $n = 3$  to 8 biological replicates. D. FLCN expression determined by RNA-seq in human pre-implantation<sup>67,76</sup>, naïve and primed hESC lines<sup>1,6,7,11,12,68</sup> and mESC lines<sup>9</sup>. E. tSNE analysis of FLCN in *in vivo* blastocysts from non-human primate, cynomolgus monkey (*Macaca fascicularis*,<sup>33</sup>).

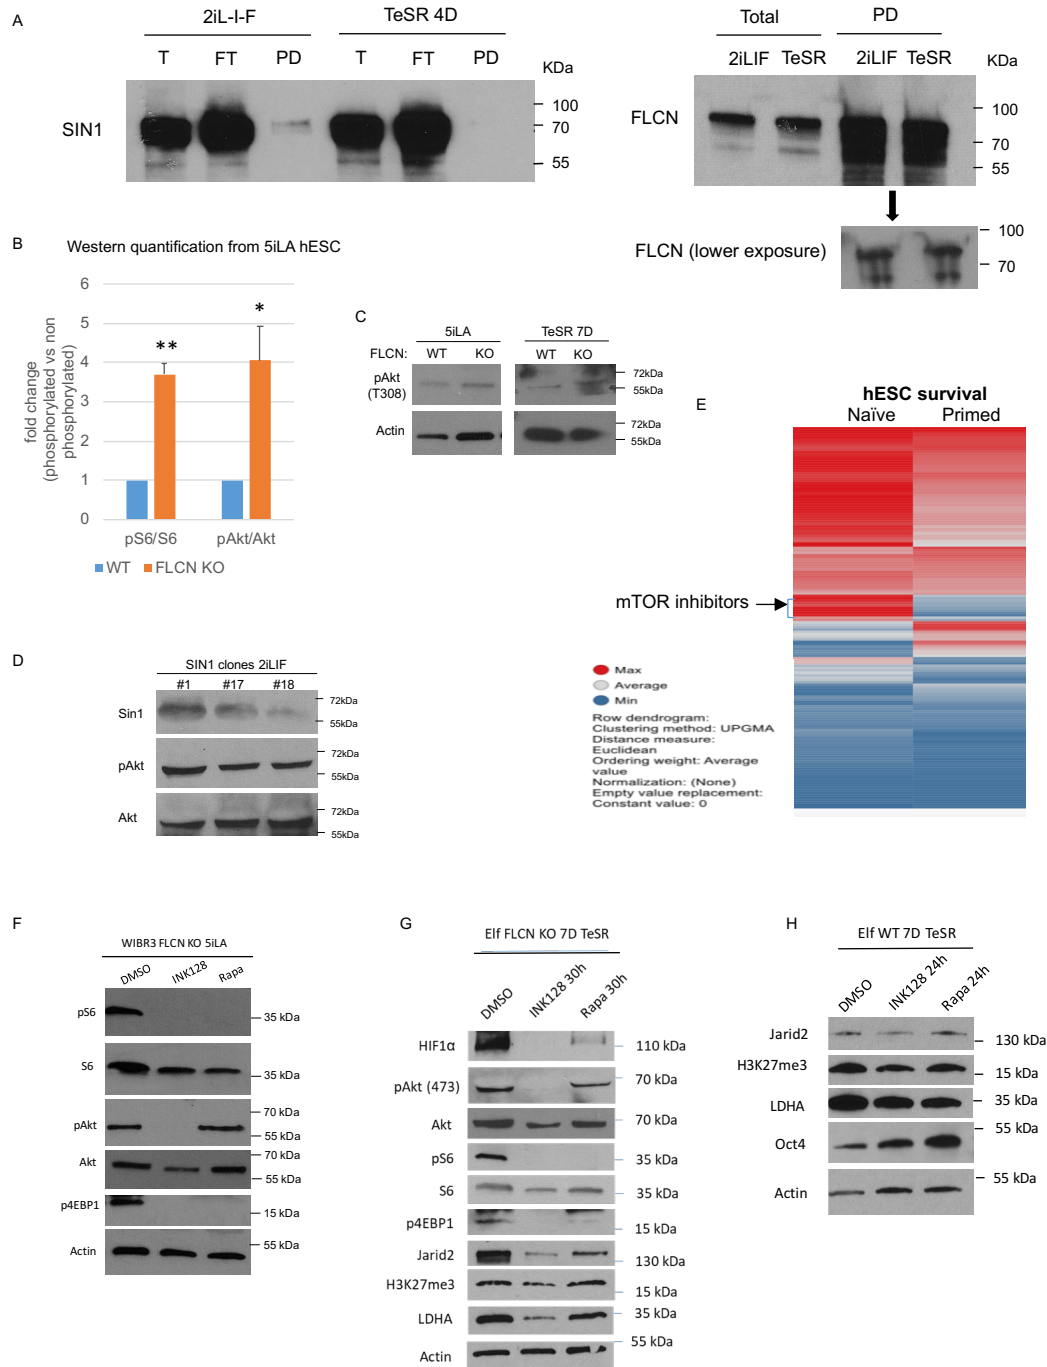

## Supplementary Figure 6. mTOR regulation in hESC

A. Western analysis of SIN1 and FLCN after protein co-IP of FLCN-GFP in naïve (2iL-I-F) and TeSR (4D) hESC. T: total, FT: flow through, PD: pull down. A lower exposure of FLCN is shown in 2iL-I-F and TeSR PD. B. Quantification of phosphorylated versus non phosphorylated forms of AKT (p-Ser473) and S6 in wild type and *FLCN* KO WIBR3 5iLA. S.e.m.; \* $p < 0.05$ , \*\* $p < 0.005$ ; 2-tailed t-test,  $n = 4$  independent Western from biological replicates. C. Western blot analysis of pAKT(T308) in wild type or *FLCN* KO hESC cultured in naïve (5iLA) or primed (7D TeSR) conditions. D. Western blot analysis of SIN1, pAKT(S473) and total AKT in SIN1 mutant clones cultured in naïve condition (2iLIF). E. Compound sensitivity profiles of naïve and primed hESC

were compared in a high throughput screen of 160 approved and investigational oncology drugs. F-H. Effect of mTORC1 inhibitor (Rapamycin) and mTORC1/2 inhibitor (INK128) on WT and *FLCN* KO hESC. WIBR3 *FLCN* KO 5iLA (F), Elf1 *FLCN* KO 7D TeSR (G) and Elf1 WT 7D TeSR (H) were treated for 24h or 30h with either DMSO (control), INK128 (100nM) or Rapamycin (100nM) (at day 6 of TeSR treatment for G and H).

## **SUPPLEMENTARY DATA**

### **Supplementary Data 1. Elf1 2iL-I-F *NNMT* KO ChIPseq and RNAseq analysis**

A. List of 913 genes showing increase H3K27me3 marks in primed hESC compared to 2iL-I-F naïve hESC but not showing any increase in 2iL-I-F *NNMT* KO (ChIP analysis, related to Fig.1b).  

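Supplementary Data 1A lists 1259 genes with a region of more H3K27me3 in primed than in naïve cells, and beside it any region that differed between NNMT KO and naïve cells. Of these genes 346 (27.5%) had a region called higher in NNMT KO, with a median log2 change of 1.24. Among the other 913, a region called lower stood beside 589 (64.5%, median −1.52), and no region beside 324. The 913 therefore hold both genes with no call and genes called lower. Developmental transcription factors such as GATA6, SOX17 and PAX6 gave 72 of the 1259 genes, 23 of them called higher. Chromosomes in the table are codes in alphabetical order rather than chromosome numbers. Decoded in that order, 99.4% of 1030 genes with a matched name lay on their annotated chromosome. Regions had a median width of 280 bp for primed against naïve cells and 2400 bp for NNMT KO against naïve cells.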

B. List of 1967 genes down-regulated in primed hESC (Elf1 AF) compared to naïve hESC (Elf1 2iL-I-F) but not down-regulated in Elf1 2iL-I-F *NNMT* KO (RNAseq analysis, related to Supplementary Fig.1B).

### **Supplementary Data 2. Results of CRISPR-Cas9 screen**

For each CRISPR hit, the expression level of the corresponding gene in primed and naïve hESC, as well as whether it is required for primed pluripotency<sup>29</sup> was listed.

### **Supplementary Data 3. RNAseq analysis of *FLCN* KO -/+ *FLCN*-GFP in 2iL-I-F**

A. DESeq of naïve Elf1 2iL-I-F *FLCN* KO vs naïve Elf1 2iL-I-F *FLCN* KO + *FLCN*-GFP.  
B. List of genes labelled in red in Fig.2e  
C. List of transposable elements (TRE) presented in Supplementary Fig2E

### **Supplementary Data 4. RNAseq analysis of *FLCN* KO in 7D TeSR**

A. DESeq of Elf1 TeSR 7D *FLCN* KO vs Elf1 TeSR 7D.  
B. List of genes labelled in red in Fig.3c  
C. List of genes labelled in green in Fig.3c  
D. List of 673 TFE3 target genes up-regulated in *FLCN* KO 7D TeSR compared to WT 7D TeSR  
E. DESeq of Elf1TeSR 7D *FLCN* KO IWP2 vs. Elf1TeSR 7D *FLCN* KO DMSO.

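Supplementary Data 4E compares the IWP2 library with the DMSO library gene by gene, and its values can be traced to the deposited counts. Its first 159 genes were used here, since the copy at hand is shortened. Each of their values equals the raw count divided by a size factor, 0.954 for DMSO and 1.05 for IWP2, plus 1, within 0.001 on the log2 scale. Of these genes 36 were higher and 123 lower with IWP2, a split that holds for the top of the table and not for all genes. FN1, which encodes fibronectin, had 18051 counts with DMSO and 1771 with IWP2, 11.2-fold lower. HAPLN1, a protein that links hyaluronan in the matrix, was 200.2-fold lower (95% interval 85.5 to 618), at 907 and 5 counts. With 1 library per condition, the counts give no measure of the spread between replicates.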

### **Supplementary Data 5. Proteomic analysis of *FLCN*-GFP pull down in Elf1 2iLIF and Elf1 3D TeSR (-/+ Dox 1µg/ml)**

### **Supplementary Data 6. Sequences of gRNA and primers**

A. Sequences of sgRNA  
B. Sequences of shRNA  
C. Sequences of PCR primers  
D. Sequences of RT-qPCR primers

### **Supplementary Data 7. Statistics source data**

## **SUPPLEMENTARY REFERENCE**

76. Petropoulos, S. *et al.* Single-Cell RNA-Seq Reveals Lineage and X Chromosome Dynamics in Human Preimplantation Embryos. *Cell* **165**, 1012-1026 (2016).

# Supplementary material for: Folliculin regulates mTORC1/2 and WNT pathways in early human pluripotency
**Source:** Nat Commun. 2019 Feb 7;10:632. doi: 10.1038/s41467-018-08020-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1. Elf1 2iL-I-F NNMT KO ChIPseq and RNAseq analysis**

- A. List of 913 genes showing increase H3K27me3 marks in primed hESC compared to 2iL-I-F naïve hESC but not showing any increase in 2iL-I-F NNMT KO compared to naïve hESC (ChIP analysis).
- B. List of 1967 genes down-regulated in primed hESC (Elf1 AF) compared to naïve hESC (Elf1 2iL-I-F) but not down-regulated in Elf1 2iL-I-F NNMT KO compared to naïve hESC (RNAseq analysis).

### **Supplementary Data 2. Results of CRISPR-Cas9 screen**

### **Supplementary Data 3. RNAseq analysis of FLCN KO +/- FLCN-GFP in 2iL-I-F**

- A. DESeq of naïve Elf1 2iL-I-F FLCN KO vs naïve Elf1 2iL-I-F FLCN KO + FLCN-GFP.
- B. List of genes labelled in red in Fig.2E
- C. list of transposable elements (TE) presented in Supplementary Fig2F

### **Supplementary Data 4. RNAseq analysis of FLCN KO in 7D TeSR**

- A. DESeq of Elf1 TeSR 7D FLCN KO vs Elf1 TeSR 7D.
- B. List of genes labelled in red in Fig.3C
- C. List of genes labelled in green in Fig.3C
- D. List of 673 TFE3 target genes up-regulated in FLCN KO 7D TeSR compared to WT 7D TeSR
- E. DESeq of Elf1TeSR 7D FLCN KO IWP2 vs. Elf1TeSR 7D FLCN KO DMSO.

### **Supplementary Data 5. Proteomic analysis of FLCN-GFP pull down in Elf1 2iLIF and Elf1 3D TeSR (-/+ Dox 1µg/ml)**

### **Supplementary Data 6. Sequences of gRNA and primers**

- A. Sequences of sgRNA
- B. Sequences of shRNA
- C. Sequences of PCR primers
- D. Sequences of RT-qPCR primers

### **Supplementary Data 7. Statistics source data**

# Supplementary material for: Folliculin regulates mTORC1/2 and WNT pathways in early human pluripotency
**Source:** Nat Commun. 2019 Feb 7;10:632. doi: 10.1038/s41467-018-08020-0
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

None

Data analysis

Tophat (version 2.0.13) was used for RNA-seq data alignment. featureCounts (v1.5.1) was used for generating gene-level read counts. Bowtie2 (version 2.2.9) was used for ChIP-seq read alignment. MACS (version 1.4.2) was used for calling ChIP-seq peaks. ngs.plot (version 2.61) was used for plotting average ChIP-seq profiles.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-seq and ChIP-seq data sets generated for this study are available from the NCBI GEO database under accession number GSE122118. A reporting summary is

available as a supplementary file. The source data underlying Figs. 1E-G, 2C, 2G-H, 3D-E, 3G, 3J-K, 4G-H, 4K, 5B, 5E and Supplementary Figs 3B, 4D, 4J, 4L, 5B-C, 7A are provided as a Source Data file.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size                                 |
| Data exclusions | RNA samples with 260nm/280nm <1.80 were discarded                                          |
| Replication     | All experiments were replicated in at least 3 independent experiments.                     |
| Randomization   | The experiments were not randomized                                                        |
| Blinding        | The Investigators were not blinded to allocation during experiments and outcome assessment |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Unique biological materials |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/> | <input type="checkbox"/> Animals and other organisms            |
| <input type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

| n/a                      | Involved in the study                           |
|--------------------------|-------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Unique biological materials

Policy information about [availability of materials](#)

|                            |                                                                  |
|----------------------------|------------------------------------------------------------------|
| Obtaining unique materials | All unique materials used are readily available from the authors |
|----------------------------|------------------------------------------------------------------|

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Tubulin III (Promega G7121, 1:1000), $\beta$ -actin (Cell Signaling 4970, 1:10000), Oct-4 (Santa Cruz sc-5279, 1:1000), H3K27me3 (Active Motive 39155 1:1000), FLCN (Cell Signaling D14G9, 1:2000), NNMT (Abcam 58743, 1:500), TFE3 (Sigma Prestige HPA023881, 1:1000), JARID2 (Cell Signaling D6M9X, 1:1000), LDHA (Cell signaling 2002, 1:1000), SIN1 (EMD Millipore 05-1044, 1:000), pAkt(S473) (Cell Signaling 9271, 1:1000), pAkt(T308) (Cell Signaling 9275, 1:1000), Akt (Cell Signaling 9272, 1:1000), pS6 (Cell Signaling 2215, 1:10000), S6 (Cell Signaling 2117, 1:2000), p4EBP1 (Cell Signaling 236B4, 1:1000), ESRRB (ProteinTech, 1:1000), pmTOR (Cell Signaling 2971, 1:1000), mTOR (Cell Signaling 2972, 1:1000), RICTOR (Invitrogen MA5-15681, 1:1000), TFPC2L1 (Novus Biologicals NBP1-85441, 1:1000), KLF4 (Abcam ab129473, 1:1000). |
| Validation      | validation statement noted on the manufacturer website                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                                    |
|---------------------|--------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | Elf1, Elf3, Elf4 and Elm2 were derived at the University of Washington, WIBR3 5iLA were obtained from Dr. Jaenisch |
|---------------------|--------------------------------------------------------------------------------------------------------------------|

|                                                                      |                                                                        |
|----------------------------------------------------------------------|------------------------------------------------------------------------|
| Authentication                                                       | Cells have been karyotyped and analyzed by RNAseq and/or qPCR          |
| Mycoplasma contamination                                             | Elf1, Elf3, Elf4, Elm2 and WIBR3 cells have been tested for mycoplasma |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None used                                                              |

## Palaeontology

|                     |                                                                                                                                                                                                                                                                                      |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods      | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <i>For laboratory animals, report species, strain, sex and age OR state that the study did not involve laboratory animals.</i>                                                                                                                                                                                                                                |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                     |

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                           |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122118">http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122118</a>                                                                              |
| Files in database submission                                       | <i>Provide a list of all files available in the database submission.</i>                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <i>Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.</i> |

### Methodology

|                         |                                                                                                                                                                                                           |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | One H3K27me3 ChIP-seq sample of gNNMT 6.2.4 H3K27me3 and one input sample                                                                                                                                 |
| Sequencing depth        | We have 34095544 single end 75-bp reads in NNMT CRISPR KO H3K27me3 sample, and 31040460 single-end 75-bp reads for input sample. Alignment rate is 81.4% for H3K27me3 sample, and 85.3% for input sample. |
| Antibodies              | H3K27me3 (Active Motif, cat # 39155).                                                                                                                                                                     |
| Peak calling parameters | <code>macs14 -t SB166.sam -c SB167.sam -n SB166_gNNMT624_ChIPseq -f SAM -g hs --bw 200 -w -S</code>                                                                                                       |

Data quality

We found 3878 peaks with FDR&lt;0.1. Among them, there are 2830 peaks with FDR&lt;0.05 and fold enrichment &gt;5.

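The deposited list holds the same number of peaks, 3878, and covers 9352522 bases (0.302% of the chromosomes). Peak width had a median of 2027.5 bp and ran from 239 to 50070 bp. Peaks were rich in G and C, at a median of 64.4% against 41.2% in random intervals of the same widths. The ratio of observed to expected CpG was at least 0.6, a common bound for CpG islands, in 51.7% of peaks and in 1.83% of random intervals. Of all peaks, 1049 lay over the start of a protein-coding gene and 1822 (47.0%) within 5 kb of one, while 760 lay over 50 kb away. Outside the repeated regions, the widest peaks lay at GRIN1, which encodes a glutamate receptor subunit (18370 bp), EFNA2, an ephrin (15306 bp), and ONECUT3, a homeobox gene (13968 bp). They were named by width after the file was seen, since it gives no score.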

Software

Bowtie2 (version 2.2.9) was used for ChIP-seq read alignment. MACS (version 1.4.2) was used for calling ChIP-seq peaks. ngs.plot (version 2.61) was used for plotting average ChIP-seq profiles.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.

Instrument

Identify the instrument used for data collection, specifying make and model number.

Software

Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.

Cell population abundance

Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.

Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

## Noise and artifact removal

*Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

## Volume censoring

*Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.*

## Statistical modeling &amp; inference

## Model type and settings

*Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).*

## Effect(s) tested

*Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.*

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

*Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*

## Correction

*Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).*

## Models &amp; analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity  
☐ ☐ Graph analysis  
☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

## Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

## Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

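Data of 2 experiments were used, each with 1 library per condition. RNA of FLCN KO Elf1 cells after 7 days in TeSR with IWP2 or DMSO was sequenced, and H3K27me3 and input DNA of NNMT KO naïve Elf1 cells were sequenced after chromatin immunoprecipitation. The authors aligned RNA reads with TopHat2 2.0.13 and ChIP reads with Bowtie2 2.2.9, both to hg19, and called peaks with MACS 1.4.2. The authors' values for IWP2 and DMSO are raw counts per Ensembl gene. The paper states that its RNA-seq reads were counted with featureCounts, the deposited labels name HTSeq beside it, and the strand setting is not stated. For genes that overlap on opposite strands, reads can therefore be assigned to the wrong gene, and paralogs such as the HOX genes can share reads. The deposited peaks are start and end positions on chromosomes, with no score. In the deposited table of the replicated libraries the gene length is summed exon length in bases, and its gene coordinates were used. Its 12 columns of per-sample read counts carry names that match no sample label, and they were not used. The comparisons planned on them, of FLCN KO with wild type cells, of FLCN-GFP rescue and of TeSR with naïve cells, with their gene list tests, overlaps, principal components and positions on the naïve to TeSR axis, were therefore not run.

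The IWP2 table lists 63677 genes, of which 87.4% have a symbol in the reference annotation, and 98.1% of the 17178 genes of at least 1 CPM. All 63677 identifiers have coordinates in the other table. Positions of the peaks, gene models and genome sequence are all on GRCh37, the Ensembl name of hg19, and no peak runs past a chromosome end. IWP2 and DMSO were compared in edgeR 4.0.16 in R 4.3.3, with TMM factors of 1.01 and 0.993, a prior count of 2 and a minimum of 1 CPM in either library. The design gives no replicate, so no test was made. At these depths 3 counts are 0.341 CPM with DMSO and 0.309 CPM with IWP2, the floor used where a count is 0. Intervals beside a gene's ratio are exact 95% intervals of the ratio of 2 counts. The interval of a list's median is taken from the ranks of its genes and measures their spread. Reads carry no molecular identifiers, so intervals of single genes and floors cover counting error only.

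Genes were named by a fixed rule. It takes the genes the paper names for the comparison, the 6 largest falls and rises among genes of at least 10 CPM, and 2 to 4 members of each described list with the largest ratio. Other members are named as examples in either direction and were chosen after their values were seen. For peaks the rule asked for the highest scores, and since the file has none, the widest peaks were taken instead. The 28 gene lists cover pluripotency, WNT, FLCN and TFE3, metabolism, germ layers, other cell types and controls. Many of the paper's own genes had been seen in its tables before the rule was written.

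Peaks within 5 kb of a gene start were counted for each list and tested by two-sided Fisher's exact test with Benjamini-Hochberg adjustment, in Python 3.11.15 with scipy 1.17.1. The background was the 57736 genes on the autosomes and chromosomes X and Y, which leaves out genes on the mitochondrial genome and on other sequences. The share of a list was also set against 10000 lists of protein-coding genes matched on the CpG ratio within 1000 bases of the start. The genome sequence is not masked, so repeats were measured as the percent of 31-base words that recur within a peak. Guides were searched with up to 3 mismatches beside NGG on both strands.

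The steps were tested on simulated data. In counts drawn with 50 genes changed by −3, −1, 1 and 3 on the log2 scale, the recovered medians were −2.96, −0.98, 1.00 and 2.99, and the intervals held the true value for 92% to 98% of the genes. A list of 50 genes with peaks placed at 40 starts had an adjusted p of 1.34e-47 by Fisher's exact test, and 2 lists of protein-coding genes with none placed had 0.468 and 0.0268. The latter is under 0.05. Random peaks had been placed at protein-coding genes while the background holds all genes, so protein-coding genes alone were also used as a background. Alternatives to the prior count, scaling, low-value filter, matching, window and overlap were run, and their effect is given with the closing observations.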

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

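The tests on the primitive streak genes and on the widest peaks were chosen only after those results were seen.

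Genes of the primitive streak and mesendoderm, the first cells to leave pluripotency at gastrulation, were high in the DMSO library and lower with IWP2, a pattern the paper does not describe. Their median log2 ratio was −3.37 (percentile 0), and 17 of 18 were lower, all 17 by at least 2-fold. Fewer reads in the IWP2 library are argued against, since its total was 1.09 times that of the DMSO library. A lower share of pluripotent cells with DMSO stays open, as the 8 core pluripotency genes had a median of −0.087 and their high level would hide a small share of other cells. A direct effect of WNT secretion on these genes may also account for the pattern, and with 1 library per condition neither a biological nor a library effect was tested further.

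The widest H3K27me3 peak spans 50070 bp on chromosome 1 from 2581924 to 2631993, at TTC34, a region outside those the paper discusses. Of the 12 widest peaks, 7 had over 50% of their 31-base words recurring within the peak, against 4 of the next 88 and 114 of the other 3778. They include a block on chromosome 1 from 228743597 to 228783391 with 17 ribosomal RNA genes and one on chromosome 4 from 190986163 to 191014477 at DUX4. Repeated copies that collect reads are a candidate explanation for these 7 widths. Whether the copies carry the mark was not tested.

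Developmental transcription factors often have CpG-rich promoters, which could by themselves give many peaks. Lists of other protein-coding genes matched on promoter CpG ratio had peaks at up to 16.8% of genes (upper bound of 95% of the lists), against 84.2% in the list, which argues against CpG content as the whole cause. Matching covered the CpG ratio alone.

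HAND1, a transcription factor of early mesoderm, had 430 counts with DMSO and 0 with IWP2, at least 158-fold lower (95% bound 128). Genes of cholesterol synthesis, outside those the paper discusses, had a median log2 ratio of −0.59 with IWP2. Genes of FLCN and TFE3 feedback had a median of 0.69, with a 95% interval over the genes of −0.44 to 0.93. Among genes of at least 10 CPM, 14.1% of those at least 2-fold higher with IWP2 had an H3K27me3 peak in NNMT KO naïve cells.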

How the results depend on the processing

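Removing peaks made of repeated sequence and taking protein-coding genes as the background were chosen after seeing the data, and the other alternatives before the data were examined. The calls on all 28 peak lists stayed on their side of the threshold at 1 kb, at 10 kb and under both added alternatives, as did both comparisons of Supplementary Data 1A with 50% of the shorter interval overlapped. Among genes of at least 10 CPM, the counts at least 2-fold lower and higher with IWP2 ran from 428 to 463 and from 313 to 344. With genes of at least 5 CPM, the median log2 ratio moved to −5.40 for HOX genes, to −3.41 for developmental transcription factors and to 0.54 for MiT/TFE factors, from −1.22, since fewer genes remained. The percentile of the 40 genes of Supplementary Data 3B became 3.23 there, and that of neuroectoderm genes 11.5, against 12.2 with no low-value filter and 4.41 with a prior count of 5. With no low-value filter, the percentile of trophectoderm and amnion genes became 27.0, of WNT receptors 0.47 and of kidney genes 0.55, the last also 2.25 with 10 bins. The cause of these shifts in percentile was not tested. Of 111 named genes, 10 moved by more than counting error with a prior count of 5, and none changed direction. No paired analysis was possible because the libraries carry no replicate numbers that pair them and no result comes from a replicated test. The alternatives planned for the replicated libraries were not run, nor was a stricter peak list, since the peak file gives no FDR, fold or score. Depth limits the genes of few counts, such as WNT6 and WNT11, whose ratios lie within counting error.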

Differences from the paper's values

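The bars of Supplementary Fig. 5A were read only after the data had been examined. The paper's log2 change of DNMT3L with IWP2 is about −0.9 in Supplementary Fig. 5A, read by eye, and the value here was −0.83, from counts divided by size factors plus 1. For HPGD the paper's value is about −0.8 in Supplementary Fig. 5A, read by eye, and the value here was −0.73. Both gaps exceed the counting error set for this comparison, 0.054 and 0.042, which leaves out the error of reading a bar. That limit is narrower than the exact intervals used elsewhere, −0.948 to −0.733 for DNMT3L and −0.823 to −0.659 for HPGD. Both bars lie inside those intervals, so neither gap exceeds counting error in that wider sense. The bars were read to 1 decimal, a step larger than either gap. The other bars read, for UBE2L6, IDO1 and KDR, did not differ with counts divided by size factors plus 1. Values from Supplementary Data 4E did not either, but they follow that same formula, so their match is no independent check. KDR, about 0.8 in the figure, did differ with a prior count of 5 (0.721), no low-value filter (0.720) and at least 5 CPM (0.724). HAPLN1, APLNR and TBX3 differed with a prior count of 5. None of the alternatives set before the data were examined brought the gaps within 0.054 for DNMT3L or 0.042 for HPGD. They were a prior count of 0.5 or 5, library size scaling only, no low-value filter, and at least 5 CPM in either library.

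The paper states that IWP2 allowed primed markers to rise, and also reports higher IDO1 by replicated RT-qPCR in Elf1 and WIBR3 cells. On the fixed list of primed markers, 11 of 23 genes were higher and 12 lower, with a median log2 ratio of −0.04. Of them, 4 were at least 2-fold lower and 2 at least 2-fold higher. The 3 primed markers of Supplementary Fig. 5A were all higher, UBE2L6 by 1.98-fold, IDO1 by 7.25-fold and KDR by 1.65-fold. So were 128 of 165 genes of Supplementary Data 4C.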

Other observations

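No test in this part was chosen after its result was seen, and the genes named beside the H3K27me3 peaks were chosen after their values were seen. Metabolic and matrix genes also differed between the libraries. Of 19 genes of cholesterol synthesis, 18 were lower with IWP2 (percentile 0), with DHCR7, its last reductase, 3.11-fold lower and SQLE, squalene epoxidase, 1.84-fold lower. Of 9 genes of FLCN and TFE3 feedback, 7 were higher (percentile 100), among them SQSTM1, an autophagy receptor (2.33-fold), and the FLCN partner FNIP2 (1.77-fold). The lysosome list as a whole had a median log2 ratio of −0.03 (percentile 36.0). Genes of glycolysis (−0.30, percentile 0.12) and of oxidative phosphorylation (−0.17, percentile 1.91) were slightly lower. Of 24 extracellular matrix genes 19 were lower (−0.71, percentile 0), with COL5A1, a fibrillar collagen, 14.0-fold lower. Fibroblast markers had a median of −1.25 (percentile 0), but COL1A1 was 2.59-fold higher.

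Lists of developmental regulators had medians below 0, not all of them outside the range of random lists. All 10 measured HOX genes had fewer counts (median −2.82, or −2.08 with zero counts at the floor, percentile 0.03), but HOXB1 and HOXC6 lay within counting error and 6 others had 9 to 23 counts against 0. With genes of at least 5 CPM the HOX median was −5.40. Of 46 developmental transcription factors 38 were lower (−1.65, or −1.64 with the floor, percentile 0; −3.41 with genes of at least 5 CPM). TGFβ and NODAL genes had a median of −1.41 (percentile 0), with FST, an activin antagonist, 5.22-fold lower. FGF and ERK genes had −0.42 (percentile 0.18), with DUSP6, a phosphatase of ERK, 3.47-fold lower. Medians were −1.56 for trophectoderm and amnion (percentile 0.15), −1.44 for neuroectoderm (−1.08 with the floor, percentile 1.81, 4 genes) and −0.77 for kidney development (percentile 3.53, within the central 95% of random lists). With no low-value filter the percentiles became 27.0 for trophectoderm and 12.2 for neuroectoderm, and 0.55 for kidney development. Neuroectoderm also reached 4.41 with a prior count of 5. The 3 measured MiT/TFE factors had −1.22 (percentile 3.88), the value of MITF at 11 and 4 counts, which is within counting error, and 0.54 with genes of at least 5 CPM, where only TFE3 remained. TFEB was 3.56-fold lower (95% interval 1.64 to 8.54), at 29 and 9 counts. Near 0 were housekeeping (−0.03), cell cycle (0.05), interferon (0.09), amino acid stress (0.11) and methylation and Polycomb genes (−0.09), while p53 targets had 0.21 (percentile 96.6). The 40 genes of Supplementary Data 3B had −0.17 (percentile 1.65, or 3.23 with genes of at least 5 CPM).

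It was asked whether genes that moved with IWP2 are those marked by H3K27me3 in NNMT KO naïve cells, a different mutant and state. Of 327 genes at least 2-fold higher, 46 (14.1%) had a peak, above 7.95%, the upper bound of 95% of the lists matched on expression. They include GFRA1, the neuropeptide gene TAC1 and the kinesin KIF1A. Of 451 genes at least 2-fold lower, 35 (7.76%) had one, exactly at the upper bound of the matched lists, 7.76%, which was read as undecided after the value was seen.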
